# Three Groups of Transposable Elements with Contrasting Copy Number Dynamics and Host Responses in the Maize (*Zea mays* ssp. *mays*) Genome

**DOI:** 10.1371/journal.pgen.1004298

**Published:** 2014-04-17

**Authors:** Concepcion M. Diez, Esteban Meca, Maud I. Tenaillon, Brandon S. Gaut

## Abstract

Most angiosperm nuclear DNA is repetitive and derived from silenced transposable elements (TEs). TE silencing requires substantial resources from the plant host, including the production of small interfering RNAs (siRNAs). Thus, the interaction between TEs and siRNAs is a critical aspect of both the function and the evolution of plant genomes. Yet the co-evolutionary dynamics between these two entities remain poorly characterized. Here we studied the organization of TEs within the maize (*Zea mays* ssp *mays*) genome, documenting that TEs fall within three groups based on the class and copy numbers. These groups included DNA elements, low copy RNA elements and higher copy RNA elements. The three groups varied statistically in characteristics that included length, location, age, siRNA expression and 24∶22 nucleotide (nt) siRNA targeting ratios. In addition, the low copy retroelements encompassed a set of TEs that had previously been shown to decrease expression within a 24 nt siRNA biogenesis mutant (*mop1*). To investigate the evolutionary dynamics of the three groups, we estimated their abundance in two landraces, one with a genome similar in size to that of the maize reference and the other with a 30% larger genome. For all three accessions, we assessed TE abundance as well as 22 nt and 24 nt siRNA content within leaves. The high copy number retroelements are under targeted similarly by siRNAs among accessions, appear to be born of a rapid bust of activity, and may be currently transpositionally dead or limited. In contrast, the lower copy number group of retrolements are targeted more dynamically and have had a long and ongoing history of transposition in the maize genome.

## Author Summary

Because transposable elements (TEs) constitute most angiosperm nuclear DNA, the interaction between TEs and their host genome is a key component for understanding the function and evolution of plant genomes. The diversity of the host response has been studied a great deal, including the biogenesis of small interfering RNAs (siRNAs) that target TEs for epigenetic modifications. However, little is known about variation in TE content among closely related genomes and whether siRNA expression tracks this variation. To that end, we surveyed both the copy number and the siRNA targeting of more than 1500 distinct TE subfamilies in the B73 maize reference genome. These surveys indicated that TE subfamilies fall naturally into three distinctive groups based on their class and copy number, but these groups also differ with respect to their location in the genome, their age, their expression and their siRNA regulation. The presence and consistency of these TE groups was also assessed in two genetically distant maize landraces with contrasting genome sizes. The variation in siRNA targeting across different TE groups and families, as well as the lack of correlation between TE and siRNA abundances, argues for the existence of multiple mechanisms and strategies for TE silencing.

## Introduction

Most DNA within angiosperm genomes is repetitive, typically representing active transposable elements (TEs) or DNA derived from formerly active TEs. This repetitive component is the primary determinant of genome size (GS) variation across species, constituting ∼20% of small genome species like rice and *A. thaliana* but >85% of larger genomes like that of maize (*Zea mays* ssp. *mays*), barley and wheat [1]. The preponderance of TE-derived DNA suggests superficially that TEs reign unchecked within plant genomes, but this is of course untrue because natural selection acts both to attenuate TE activity and to remove them from genomes and populations [1], [2].

TE activity is also attenuated by the plant host, which uses small interfering RNAs (siRNAs) to silence TEs both before and after transcription. Many of the molecular details of this host response remain unclear, but the general mechanism of pre-transcriptional silencing is now well known [3]–[5]. TEs are first recognized by the host, probably via double-stranded RNAs that originate either as a consequence of a hairpin structure in the RNA or by complementary transcripts from different strands. These double-stranded RNAs are cleaved by DICER complexes into 24 nucleotide (nt) fragments, and the 24 nt siRNAs are loaded onto an Argonaut complex, which migrates to a precise chromosomal location based on homology between the DNA-target and the 24 nt siRNA. The Argonaut complex then attracts methylation machinery, leading to *de novo* TE methylation and silencing.

Post-transcriptional silencing is not as thoroughly characterized, but it appears to rely primarily on siRNAs of 21 nt in length for most plants but predominantly of 22 nt in length for maize (*Zea mays* ssp. *mays*) [5], [6]. The 21/22 nt siRNAs may originate by several mechanisms, including from miRNA genes, from phased processing of RNAs [7] and from digestion and processing of mRNAs [8], [9]. No matter the source, 21/22 nt siRNAs target mRNA transcripts through homology, with the consequent double-stranded RNA either modified or degraded [3], [5].

Ultimately the host response leads to the attenuation of TE activity and limits TE copy number. However, TEs may occasionally escape host control, leading to a ‘burst’ of transposition, an increase in copy number and potentially a shift in genome size [10], [11]. Although not well characterized, bursts of activity may vary by TE type, for at least two reasons. First, TEs have inherently different multiplication capabilities [12]. Cut-and paste class II DNA transposons replicate conservatively, while copy-and-paste class I retroelements have the capability to replicate multiplicatively. Second, the host response can vary with the TE subfamily [13], [14]. This variation in host response has become obvious in part from the study of methylation mutants. For example, mutants with modified activity of RNA-dependent RNA polymerase 2 (RDR2) produce fewer 24 nt siRNAs than wild type, with a concomitant increase in TE transcription [7], [13], [15]. However, in the maize RDR2 (*mop1*) mutant, TE transcription is actually *decreased* for a subset of TE subfamilies [13], illustrating that not all TEs are equal with respect to the mechanisms of the host response.

Despite the fact that the interaction between TEs and siRNAs is a critical aspect of genome function and evolution, the co-evolutionary dynamics between these two entities remains poorly characterized. Such characterization requires the study of covariation between siRNA expression and TE copy number. However, the estimation of TE copy numbers is not trivial because “complete” genomes often lack components of repetitive DNA. For example, the maize reference sequence is estimated to be missing ∼11% of the genome [16], most of which is likely to be repetitive elements. To get around this problem, Tenaillon et al. [17] have developed a method to estimate the TE complement in the maize genome based on high throughput sequencing (HTS) of genomic samples. In this method, the HTS reads are mapped against an exemplar set of sequences that represent ∼1500 TE subfamilies in the maize B73 reference genome [16]. By assessing the coverage of each exemplar, researchers have been able to not only to estimate relative contribution of individual TE subfamilies but also to identify some of the repetitive DNA that was missing from the reference [17], [18].

This study is born from an observation about TE abundance that is based on the data of Tenaillon et al. [17]. In perusing copy number among over ∼1500 TE subfamilies in the maize genome, we have noticed that TEs fall into three distinct groups based on their class and copy numbers. The first group is set of DNA (class II) transposons. Another is composed of high copy number retroelements, such as members of the *Opie* family of the Long Terminal Repeat (LTR) *Copia* superfamily and members of the *Cinful* family of the LTR *Gypsy* superfamily. The final group consists of over 300 retrolement subfamilies with lower copy number. This observation suggests that there is a higher-order organization of elements within the maize genome, and it has prompted us to study features of their evolutionary dynamics.

To characterize the groups, we first employ bioinformatic and genomic analyses of data from the B73 reference genome. Specifically, we have used newly generated siRNA data to compare and contrast patterns of the siRNA-mediated host response among TE groups. Then, to better understand the evolutionary dynamics of these groups, we compare TE abundances and siRNA profiles among B73 and two additional landraces, Palomero Toluqueño (PT) and Olote Colorado (OAXA). We have chosen these samples for two reasons. First, they are roughly equidistant in genetic relationship to the B73 reference; based on SNP data [19], the two landraces form an ingroup with B73 as the outgroup. The second reason is that they represent extremes of the ∼30% variation in genome size (GS) within the species [20]. PT has a genome size of 5.58 pg/2C, which is similar to that of the 5.64 pg/2C B73 reference genome, whereas the OAXA genome is ∼1.3-fold larger, at 7.11 pg/2C [20]. This extreme difference in GS enhances the *a priori* probability that there is, in fact, variation in TE copy numbers and siRNA expression in our sample of germplasm.

With genomic and siRNA HTS data from three accessions, we address a set of four questions. First, given that TEs fall naturally into three groups based on their class and copy numbers, do they vary in other characteristics? If so, what might these characteristics imply about genome organization and the host response? Second, are these three groups consistent across the maize germplasm, suggesting that this organization is a higher-order property of the maize pan-genome [21]? Third, do the groups vary in their evolutionary dynamics, as measured by differences in abundance among accessions? Finally, do shifts in siRNA expression covary with the abundance of the TEs they target? Our ultimate goal is to begin to unravel the evolutionary dynamics between TEs and the host response in the context of the history and organization of the maize genome.

## Results

### Copy number dynamics define three distinct groups of TEs within the genome

While surveying copy numbers of TEs within B73, we observed an interesting phenomenon. The observation began by mapping 18,689,555 paired-end (PE) reads of B73 genomic data to the published Unique TE (UTE) database. The UTE consisted of 1514 TEs that was built by filtering the exemplar database of 1526 TEs (TEdb) [16], [22] to reduce cross-homologies between TE exemplars and thereby improve mapping resolution [17].

Plots of the RPKM (Reads per Kilobase per Million mapped, see Methods) values for individual TE subfamilies (RPKM_TE_) yielded different distributions between DNA transposons and RNA transposons. The DNA transposons had a unimodal distribution of RPKM_TE_, while the RNA transposons had a bimodal distribution (Figure 1a). We constructed a Rank-Frequency plot, which is a representation of the Empirical Distribution Function (EDF), for these data and found that DNA (or class II) transposons closely matched a log-normal distribution (Figure 1b) but RNA elements did not. Instead, the RNA elements fit a mixture of a log-normal distribution and another (approximately Poisson) distribution. Based on these distributional properties, we defined three TE groups: group D, which consisted of 841 exemplar DNA elements; group R1, which included 365 exemplar RNA elements with relatively low abundances; and group R2, the set of 198 high abundance class I retroelements (Figure 1ab; Table S1). Note that these three groups do not include 110 exemplar elements for which the RPKM_TE_ data suggested fewer than 2 copies in B73.

**Figure 1:**
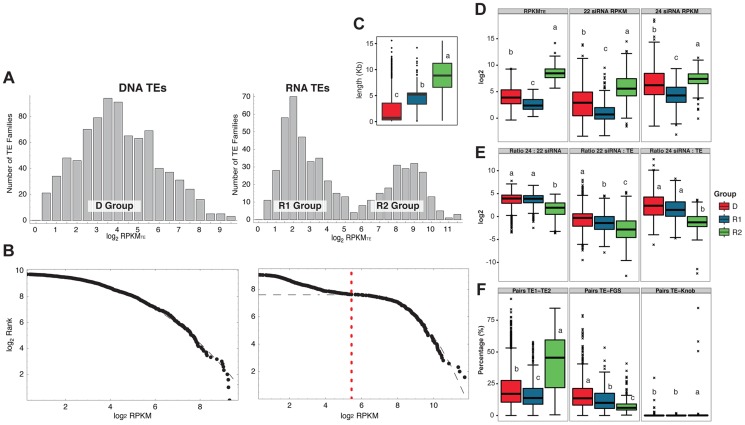
Characteristics of the three groups of TEs in B73, as defined by class and copy number. a) Histograms of the RPKM of TEs (left) and RNA elements, based on genomic reads. b) The empirical distribution function for DNA TEs (left) and RNA elements (right). The dots represent individual TE subfamilies and the dashed line is a fitted log-normal distribution. The vertical dashed red line is used to define groups R1 and R2. c) Lengths of the exemplar elements in the three groups. d) Characteristics of the three groups for TE, 22 nt siRNA and 24 nt siRNA abundances (RPKM values). e) Characteristics of the three TE groups for the 24 : 22 nt siRNA ratio (left) and a proxy for the number of 22 nt and 24 nt siRNA hits per TE copy (siRNA RPKM : RPKM_TE_). f) Graphs about the location of TEs based on paired reads: left, the percentage of paired reads in which both reads map to different TE exemplars of the UTE; middle, the proportion of paired reads in which one read maps to the UTE and the other to the FGS; right, the proportion of paired reads in which one of the reads maps to the UTE and the other to the KnobC database. For all boxplots in panels c, d, e and f, the boxes indicate the first quartile (bottom line), the median (central line) and the third quartile (upper line). The whiskers represent the highest and lowest values of the data that are within 1.5 times the interquartile range of the box edges. The outliers are represented by crosses. The lower case letters above the boxes represent significance groupings after a pairwise comparison. Boxplots sharing the same lower case letter are not significantly different at *p*<0.05.

Among the three groups, it may not be surprising that the ‘high copy’ R2 group contained retroelements known to be common throughout the maize genome, including *Ji* and *Opie Copia* elements and the *Cinful*, *Huck* and *Prem*1 *Gypsy* elements (Table 1) [22]–[24]. There is nonetheless substantial overlap in the identity of superfamilies between the R1 and R2 classes. For example, the R1 and R2 group include *Copia* (n = 95 and n = 52, respectively) and *Gypsy* (n = 128 and n = 112, respectively) exemplars, as well as a wide array of other LTR retroelements and LINE L1 elements (Table 1). Thus, at the gross levels of TE Order and Superfamily [25], there was extensive overlap between the R1 and R2 groups. Their primary distinction was abundance.

**Table 1:** Characteristics of TE families within the R1 and R2 groups.

Class Designation^1^	Number in Group R1	Number in Group R2	Description
RIT	0	2	LINE RTE
RLC_*Ji*	0	16	LTR *Copia*
RLC_*Opie*	0	17	LTR *Copia*
RLC (various)	95	19	LTR *Copia*
RLG_*Cinful*	0	41	LTR *Gypsy*
RLG_*Huck*	0	20	LTR *Gypsy*
RLG_*Prem1*	0	10	LTR *Gypsy*
RLG (various)	128	41	LTR *Gypsy*
RST	2	4	SINE tRNA
RLX	110	28	Unknown LTRs
RIL	30	0	Line L1
Total	365	198	

1 Designations and descriptions from [25]. TE families are listed when they consist of >10 subfamilies.

### The three groups have distinct genomic and historical properties

Given noticeable differences in abundance dynamics, we investigated additional characteristics among the three groups (Figure 1c–f) - including their genomic properties, siRNA targeting and insertion ages – to help determine whether the groups are differentiated by characteristics beyond abundance. We found that the abundant R2 group of retroelements was longer, on average, than the other two groups (Figure 1c), with the R1 group intermediate in length among the three. The groups also differed in genomic location (or context). We assessed genomic context by mapping paired-reads that did not match the same TE exemplar [17]. That is, if one paired-end matched a known TE exemplar, we could assess whether the second read matched to a second TE subfamily, to a gene in the Filtered Gene Set (FGS) or to a reference set of Knob and Centromeric (KnobC) repetitive DNA (see Methods). The results indicated that the D group was more often located close to genes [22], the R2 group was more often located near other TEs, and R1 elements were closer to genes on average than R2 elements (Figure 1f).

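Small interfering RNAs of the inbred line B73 were read from 1 library, made from 100 ng of siRNA extracted from leaves 3 and 4, pooled over 10 seedlings. The authors trimmed adapters and low-quality 3′ ends, selected reads of 22 nt and of 24 nt, and removed rRNA, miRNA and snoRNA reads. They then mapped the remaining reads with bwa to the TE exemplars and kept those that matched without mismatches. The deposited values are counts: for each siRNA sequence that matched an exemplar, its number of reads in the library, without normalization. For B73 they hold 1719920 reads in 68127 entries of 22 nt siRNAs and 1849955 reads in 158226 entries of 24 nt siRNAs. Some sequences have more than 1 entry, and with identical and reverse complementary sequences joined there were 63518 and 151747 sequences. Set against the paper's totals for this library, the TE-matching reads were 18.6% of all 22 nt reads and 9.18% of all 24 nt reads. The smallest share of the TE-matching reads that this depth can show, taken as 3 reads, was 0.000174% for 22 nt and 0.000162% for 24 nt siRNAs. The median entry had 2 reads, and entries with a single read made up 36.1% of the 22 nt entries but 1.43% of their reads. For 24 nt siRNAs these shares were 38.4% and 3.28%. At the other end, 370 entries of 22 nt and 1519 entries of 24 nt siRNAs carried 50% of the reads. The counts do not name the exemplar that each siRNA matched. The hits per exemplar, in which a read with several targets was divided by their number, were therefore taken from the paper's Table S1. The library totals implied by its RPKM values equal the sums of the deposited counts for both size classes. With 1 library, no error between replicates can be given, and the confidence intervals and smallest shares cover counting error only.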

We assessed one aspect of the host response to these groups by sequencing 22 nt and 24 nt siRNA from B73 leaf tissue, resulting in a total of 9.23×10^6^ and 20.16×10^6^ reads, respectively, for the two size classes. These siRNA reads were mapped to the TEdb of 1526 elements [16], and we recorded the number of siRNA hits to each TE exemplar. 

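In the B73 library the 198 subfamilies of the R2 group received 88.9% of the TE-matching 22 nt reads (95% Wilson interval 88.8 to 88.9) and 45.7% of the TE-matching 24 nt reads (45.6 to 45.7). The 841 subfamilies of the D group received 8.42% of the 22 nt and 44.0% of the 24 nt reads, and the 365 subfamilies of the R1 group received 2.07% and 8.50%. Among the genomic TE hits given for B73 in the paper's Table S1, the R2 group held 92.9%, the D group 5.47% and the R1 group 1.65%. The median subfamily with hits had a 22 nt siRNA RPKM of 47.6 in R2, 10.5 in D and 1.88 in R1. Its 24 nt siRNA RPKM was 170.7 in R2, 89.4 in D and 20.2 in R1. On the log2 scale the R2 median lay above the D median by 2.18 for 22 nt and 0.93 for 24 nt siRNAs, and above the R1 median by 4.66 and 3.08. The group labels of the subfamilies were shuffled 10000 times, and the difference in 24 nt RPKM between R2 and D exceeded 99.96% of the shuffles. The other 3 differences exceeded all of them. Subfamilies share siRNAs and are not independent replicates, so these percentiles describe the library and are not p-values across plants. Without the correction for length, the difference between R2 and D in 22 nt hits was 5.11 on the log2 scale, the largest shift among the alternatives tried. No 22 nt hits were found for 108 D, 40 R1 and 1 R2 subfamilies, and these were left out of the medians.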

The mapping results revealed that the R2 group had the highest total siRNA hits, in part due to their higher abundance (Figure 1d). However, when corrected for RPKM_TE_, these TEs tend to be lowly targeted by both 22 nt and 24 nt siRNAs on a per-copy basis (Figure 1e), perhaps because long retroelements are targeted primarily at their ends rather than across their entire length by siRNAs and methylation marks [26]–[28]. In contrast, the D and R1 TEs were targeted by significantly higher numbers of siRNAs per RPKM_TE_ and also by higher 24 : 22 nt siRNA ratios (Figure 1e).

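Dividing the siRNA RPKM of each subfamily by its RPKM_TE_ gave a median log2 value of −2.83 for 22 nt siRNAs in the R2 group of B73, against −0.75 in D and −1.77 in R1. The R2 median for 24 nt siRNAs was −1.27. Relative to the D and R1 medians, the R2 median was at −2.08 and −1.06 for 22 nt siRNAs and at −3.83 and −2.76 for 24 nt siRNAs. None of the 10000 shuffles of the group labels gave a difference this low in any of these comparisons. R1 and R2 were, however, separated by RPKM_TE, by which these values are also divided. A lower value in R2 therefore arises in part from the grouping unless siRNAs rise in full with copy number. Shuffled labels do not keep this link, so the shuffles cannot tell its part from low targeting. When only subfamilies of 4 to 12 kb were compared, the 22 nt difference between R2 and R1 shrank to −0.35 and lay above 9.03% of the shuffles, so that over this range of lengths it did not stand out from chance relabelling. The 24 nt difference between the same groups was −2.51 over these lengths. The position of the siRNAs along an element was not analysed here.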

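The median log2 24 nt siRNA RPKM per RPKM_TE_ in B73 was 2.56 over 790 D subfamilies and 1.49 over 360 R1 subfamilies. The ratio of 24 nt to 22 nt siRNA RPKM had a median of 15.4 over 726 D subfamilies, 14.8 over 325 R1 subfamilies and 3.83 over 197 R2 subfamilies. On the log2 scale the R2 median ratio was at −2.01 relative to the D median and at −1.95 relative to the R1 median, lower than in any of 10000 shuffles of the group labels. With at least 10 hits required in each size class these differences were −1.99 and −1.85. Summed over whole groups, the 24 nt hits were 5.63 times the 22 nt hits in D, 4.41 times in R1 and 0.553 times in R2. The most hit subfamily held 38.0% of the 22 nt hits of R1, against 24.8% in R2 and 5.39% in D. The summed ratio of R1 in B73 thus depends strongly on 1 subfamily. Over the deposited counts of all TE-matching siRNAs the ratio was 1.08, with 24 nt siRNAs making up 51.8% of the reads (95% Wilson interval 51.8 to 51.9), whereas the ratio of the whole libraries from the paper's totals is 2.18. For the low targeting of R2 on a per-copy basis, it proposes that long retroelements are targeted mainly at their ends.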

Finally, we summarized insertion time estimates of the R1 and R2 groups, using data from a previous study of the B73 genome [22] (Figure 2). Both groups exhibited heterogeneity in insertion times, with some elements estimated to be >5 million years (my) old. However, the average age of the two groups differed significantly (p<0.001, Kruskal-Wallis), with the R1 groups younger (average estimated age 0.93 my, n = 305, std. dev. 1.11) than the R2 group (average estimated age 1.04 my, n = 191, std. dev. 0.84). Moreover, the R1 group included elements with a range of insertion ages that included recent insertion (0.00 my). In contrast, the age distribution of the R2 group suggested that most element proliferation occurred in a well-defined period, with no evidence of insertion in the last 0.36 my.

**Figure 2:**
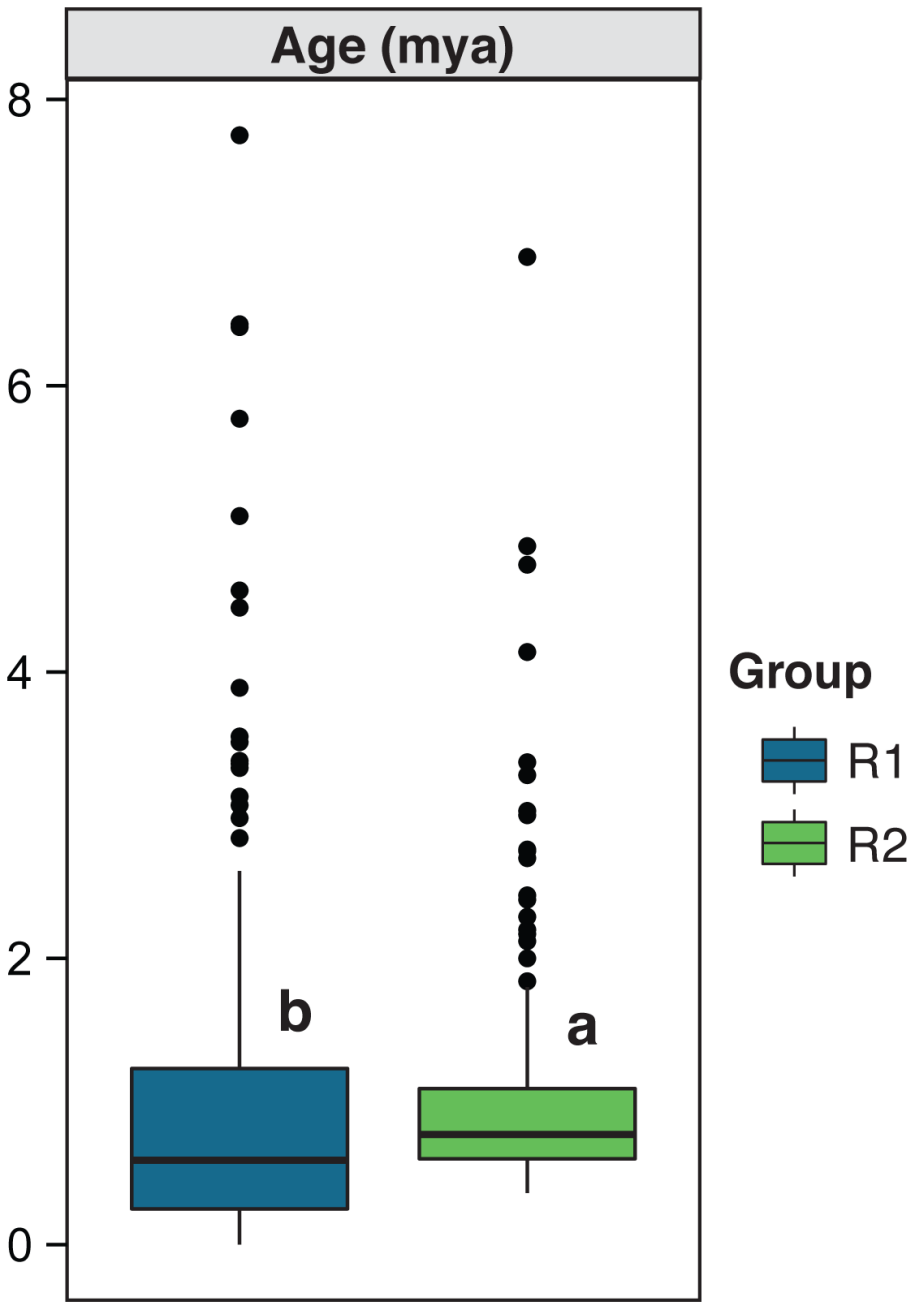
Age of the TE subfamilies included in groups R1 and R2 [22]. The boxes indicate the first quartile (bottom line), the median (central line) and the third quartile (upper line). The boxes, whiskers and dots for the boxplots are defined in the caption of Figure 1, as are the lower case letters above the boxes.

To sum: While there is variation within the D, R1 and R2 groups for all measured characteristics (Figure 1), the three groups nonetheless differed significantly for most measured characteristics, including size, location, age and siRNA targeting. These differences suggest the three groups are biological entities with distinct properties.

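Within each group the siRNA values of B73 spread widely. The quartiles of log2 22 nt siRNA RPKM per RPKM_TE_ were −2.35 and 0.79 in D, −2.93 and −0.53 in R1, and −4.58 and −0.996 in R2. The 24 nt quartiles were 0.81 and 4.34 in D, 0.13 and 3.21 in R1, and −2.18 and −0.01 in R2. The log2 24:22 siRNA ratio had quartiles of 2.94 and 4.68 in D, 3.01 and 4.57 in R1, and 0.48 and 2.97 in R2, so that the upper quartile of R2 lay above the lower quartile of D and below that of R1. The most hit subfamily in the 22 nt library was an R2 *Gypsy* element of the *Cinful* family, 9626 bp long, which alone received 22.0% of the reads. In the 24 nt library it was DTH_ZM00076, a D element of 139 bp, with 5.57% of the reads. From the differences among the groups in siRNA targeting, size, location and age, the paper proposes that the 3 groups are biological entities with distinct properties.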

### Expression of the R1 group is suppressed in *mop*1 mutants

Given dramatic differences in age and siRNA targeting among groups, we also determined whether the groups differ in expression dynamics. To assess expression, we examined existing RNAseq data from B73 leaf tissue (see Methods). The data indicate that total expression of R2 elements is highest among the three groups, with similar levels of expression for the D and R1 groups (Figure 3a). However when corrected for abundance, the R2 TEs have the lowest expression on a per-copy basis (Figure 3b), consistent with the possibility of copy-number repression [29], [30]. In contrast, R1 elements exhibit the highest expression on a per-copy basis (Figure 3b). We found similar expression patterns based on germline (immature tassel) tissue (data not shown).

**Figure 3:**
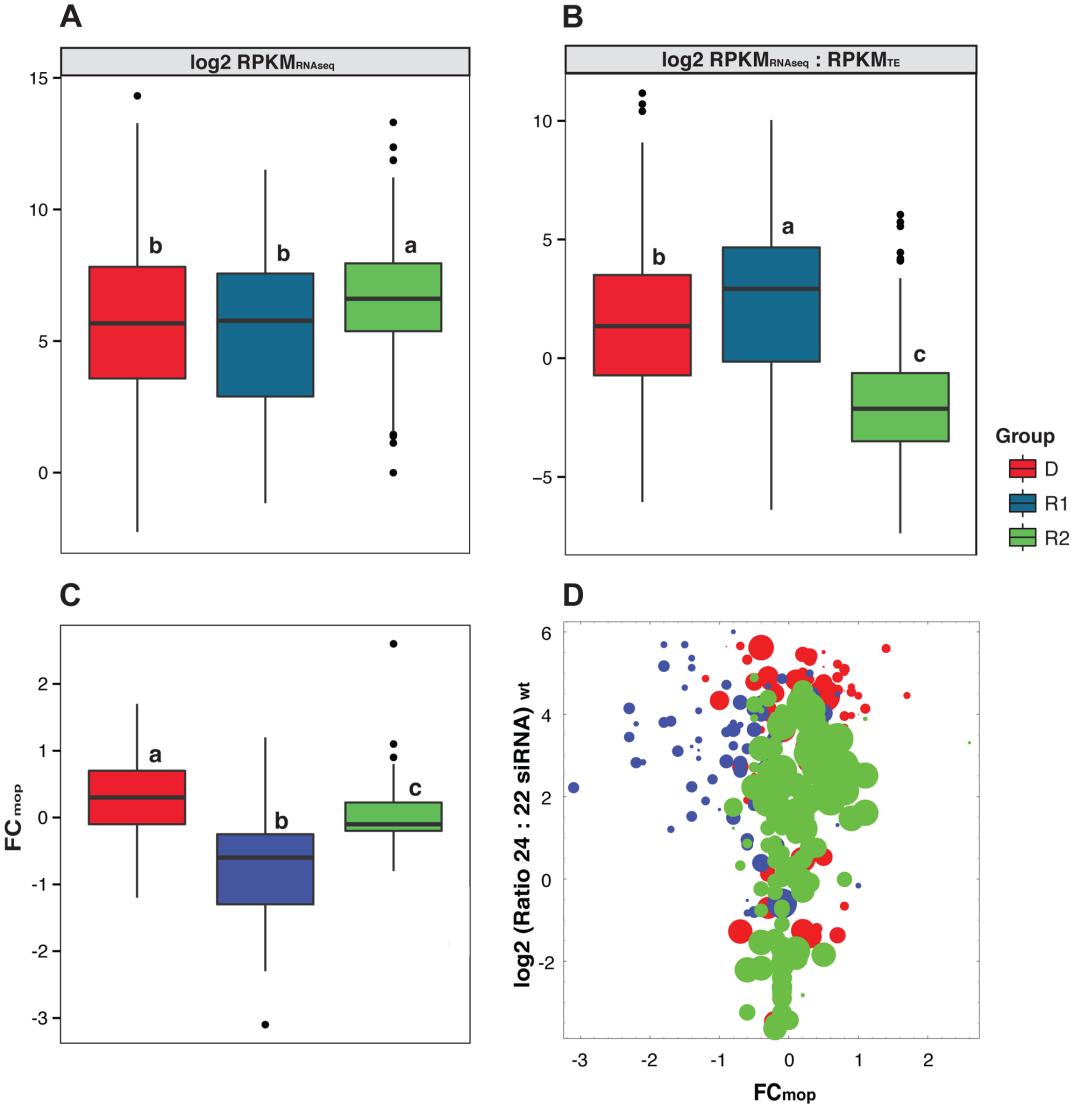
Expression characteristics of the three TE groups. a) Overall expression (RPKM_RNAseq_) and b) expression per TE copy (RPKM_RNAseq_ : RPKM_TE_) for the three TE groups based on RNAseq data from transition leaves [57] c) Fold-change in TE expression (FC_mop_) between wild type (*wt*) and the *mop1* mutant for a subset of 340 TEs [13]. d) A plot of FC_mop_ and the 24∶22 nt siRNAs ratio for the same 340 TE subfamilies (dots). The diameter of the dots is proportional to the length of the TE exemplar. The boxes, whiskers and dots for the boxplots are defined in the caption of Figure 1, as are the lower case letters above the boxes.

We also analyzed expression data to assess whether the three groups have different dynamics with respect to an interruption in the host response. To assess this phenomenon, we assessed RNAseq expression data from reference [13], which generated data from the shoot apical meristems of wild type (*wt*) and RDR2 *mop1* mutant plants in the W22 background. Jia *et al.* [13] reported 373 TE subfamilies with differential expression in the *mop1* mutant relative to the wild type (*wt*). Of these, we selected the 340 TE subfamilies with names that matched the exemplar TEs from the UTE (Table S2). [For this subset of 340 TEs, we first confirmed that the previous observations about length and other differences among groups continued to hold (Figure S1).] We then examined the fold-change (FC_mop_) in expression between *wt* and *mop1*. There were clear trends among groups. On average, expression of the D group was enhanced in the *mop*1 mutant; for the 109 TE subfamilies in the data set expression increased slightly, ∼0.29 log 2 units or ∼1.2-fold on average (Figure 3c). The 144 members of the R2 group in the dataset exhibited no strong tendency, with an average 1.03-fold shift in expression. In contrast, the R1 group experienced an average −1.6-fold *decrease* in expression in the *mop*1 mutant, with 80% (70 of 87) exemplars exhibiting a decrease. The effect of decreased expression was particularly prominent for TE exemplars targeted by high ratios of 24∶22 siRNA, based on our B73 leaf data (Figure 3d). Thus, the puzzling phenomenon of decreased TE expression in a maize RDR2 mutant is due to R1 elements.

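Of the 87 R1 subfamilies in the *mop1* data set, 77 had both 22 nt and 24 nt siRNA hits in the B73 leaf library. Across these subfamilies, Spearman's rho between FC_mop_ and the log2 24:22 siRNA ratio was −0.0688 and Pearson's r was −0.127. They lay above 28.1% and 13.2% of 10000 random pairings of the values, within the range that chance pairing gives. The median FC_mop_ was −0.7 in the R1 subfamilies with a ratio above the median and −0.6 in those with a lower ratio. The median log2 24:22 ratio was 3.16 over the 64 subfamilies whose expression decreased and 3.85 over the 13 whose expression increased. In the D group rho was 0.0336 over 104 subfamilies, above 63.0% of the pairings. In the R2 group it was 0.165 over 144 subfamilies, above 97.5% of them, and Pearson's r was 0.209, above 99.5%. Both R2 values were positive and lay outside the central 95% of the pairings, rho only just. Over all 325 subfamilies with a ratio, rho changed sign to 0.0853. Subfamilies are not independent replicates, and the siRNAs came from leaves of B73 whereas FC_mop_ was measured by another study in the W22 background. The data set holds only subfamilies which that study reported as differentially expressed in *mop1*, so the correlations do not cover the others. The 22 nt and 24 nt reads of the B73 library behind these ratios numbered 3569875 in the deposited counts.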

### The three TE groups are evident in other maize genomes

We questioned whether the three TE groups were unique to the reference genome or a consistent genomic feature across maize *sensu lato*. To assess TE copy numbers across individuals, we sequenced one lane of genomic DNA from each of the landraces Palomero Toluqueño (PT) and Olote Colorado (OAXA). Recall that PT has a genome size of 5.58 pg/2C, which is similar to that of the 5.64 pg/2C B73 genome, whereas OAXA genome is 7.11 pg/2C [20]. Our Illumina sequencing yielded a total of 53,535,615 and 54,318,379 paired-end reads, respectively, for the two accessions (Table S1). These genomic HTS data were mapped to three databases: *i*) the Filtered Gene Set (FGS) [16], *ii*) the KnobC database and *iii*) the UTE. Briefly, the percentage of reads that mapped to the FGS and UTE was similar across accessions: 15.0% and 61.7%, respectively, for B73; 17.0% and 62.4% for PT; and 16.8% and 55.2% for OAXA. The largest difference between accessions was in the percentage of genomic HTS reads that mapped to the KnobC database (at 6.12% for B73, 1.26% for PT and 11.14% for OAXA). Thus, the most obvious difference between accessions was in heterochromatic sequences, consistent with previous studies suggesting that knob DNA is the primary determinant of GS differences within the genus *Zea* [18].

Given HTS data, we determined whether the R1 and R2 groups were consistent across accessions or simply a property of the B73 genome. We therefore calculated the RPKM_TE_ values based on reads from PT and OAXA (Figure S2). For both landraces, the retroelements had a bimodal distribution of copy number, consistent with the B73 analyses (Figure 1ab). Moreover, the same TE subfamilies fell within the two groups: across all three accessions, there was 97.3% agreement in classification to the R1 and R2 groups. Given this fact, we used the D, R1 and R2 groupings as defined in B73 for all ensuing analysis.

### Copy number dynamics among the groups

Given the genomic data, we assessed whether the groups evolve similarly by focusing on shifts in abundance among accessions. We did this in two ways. First, for each of the 1514 TE exemplars in the UTE we assessed the number of mapped genomic reads to each exemplar; we then calculated correlations between accessions across all TE exemplars using a logarithmic transformation. The correlation in TE abundance was high for all three pairwise comparisons but highest for the PT and OAXA comparison (*r* ^2^ = 0.992 versus *r* ^2^ = 0.942 between PT and B73 and *r* ^2^ = 0.939 between B73 and OAXA) (Figure 4a). Despite these high pairwise correlations there were nonetheless detectable differences in TE abundances for individual TE subfamilies. We applied two statistical tests to assess linear differences between accessions based on the number of hits in each TE exemplar (Table 2). The first was a standard χ^2^ (χ^2^ *_Std_*) that compares the proportion of hits to a particular TE subfamily between two accessions; with a False Discovery Rate (FDR) of *q*<0.001, this method resulted in (for example) 834 TE subfamilies with detectable difference in abundance between PT and OAXA (Table 2). We also devised a novel χ^2^ (χ^2^ *_Corr_*) that corrects for the fact that different accessions may have different overall proportions of TEs within those genomes (see Methods). Based on this more appropriate method, 514 TE subfamilies (33%) differed between PT and OAXA, and ∼1000 TE subfamilies differed between B73 and each of the two landraces (Table 2). These results generated a ranked list of TE subfamilies that are most likely to vary between accessions (Table S1), but the results require further verification (see Discussion).

**Figure 4:**
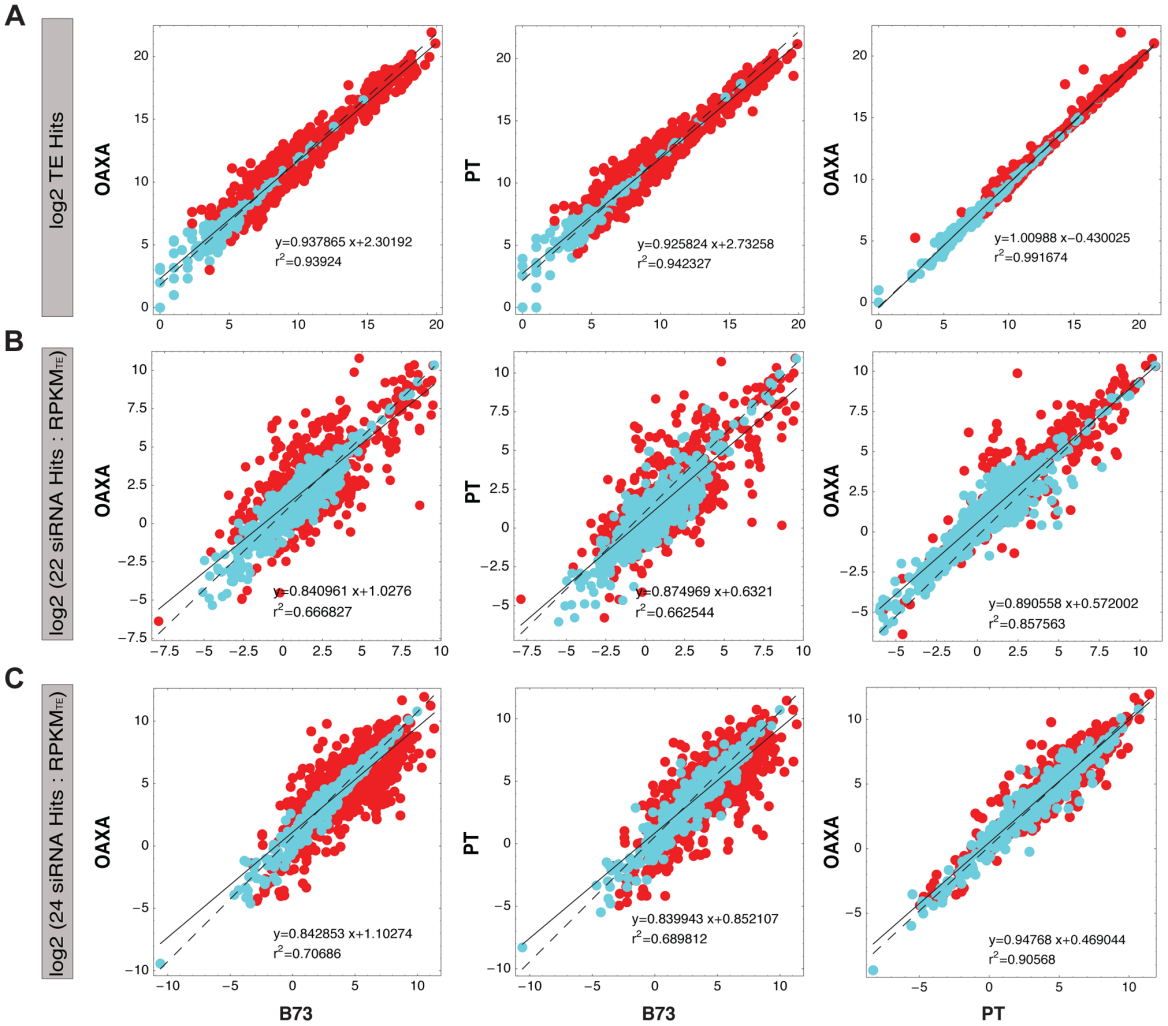
Pairwise comparisons between accessions for: a) TE hits; b) 22 nt siRNA hits per RPKM_TE_ and c) 24 nt siRNA hits per RPKM_TE_. For all the cases the *x*- and *y*-axis indicate accessions under comparison (B73, PT or OAXA). Each dot represents a TE subfamily, with the regression (*y*) and correlations (*r^2^*) between accessions indicated. The solid line represents the regression fit, while the dashed line represents the null hypothesis. The color of the dots represents significance: red dots are significant differences between accessions at a FDR of *q*<0.001, based on the χ^2^_Corr_ in panel a and the χ^2^_Prop_ for panels b and c. Blue dots are not significant.

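Between accessions, log2 siRNA hits per RPKM_TE_ were compared over the subfamilies with hits in both libraries. For 22 nt siRNAs *r2* was 0.656 between B73 and PT over 1229 subfamilies (95% interval from 1000 bootstrap draws of subfamilies 0.616 to 0.695), 0.667 between B73 and OAXA over 1234 (0.626 to 0.703) and 0.843 between OAXA and PT over 1282 (0.818 to 0.866). In 24 nt siRNAs it was 0.718 (0.683 to 0.749) over 1343 subfamilies, 0.737 (0.703 to 0.767) over 1343 and 0.914 (0.901 to 0.925) over 1370 in the same order. The intervals of OAXA:PT did not overlap those of either B73 comparison in either size class, but each accession is a single library. B73 was also sequenced with another cluster kit version than the landraces, and its RPKM_TE came from genomic reads of another study. By group, the 22 nt *r2* between B73 and PT was 0.740 in D, 0.273 in R1 and 0.721 in R2. Between OAXA and PT it was 0.891, 0.531 and 0.8602. The 24 nt *r2* between OAXA and PT was 0.935 in D, 0.768 in R1 and 0.956 in R2. Over all subfamilies, squared rank correlations were lower in each comparison and size class, and they were not computed by group. The drop was largest for 22 nt siRNAs between B73 and OAXA, where the value was 0.586. At the level of single siRNA sequences in the deposited counts, *r2* between the log2 reads of shared 22 nt siRNAs was 0.292 for B73 and PT, 0.332 for B73 and OAXA, and 0.542 for OAXA and PT. The 24 nt values were 0.315, 0.341 and 0.607.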

**Table 2:** The number of significantly differences in pairwise comparisons between genotypes for TE, 22

	TE abundance		22siRNA		24siRNA	
Pair	χ^2^ *_Std_* a	χ^2^ *_Corr_* b	χ^2^ *_Std_*	χ^2^ *_Prop_* c	χ^2^ *_Std_*	χ^2^ *_Prop_*
**B73-PT**	1029	1022	408	506	865	917
**B73-OAXA**	1001	1021	402	482	790	902
**OAXA-PT**	834	514	388	493	675	711

a The standard χ^2^ test based on a 2×2 table of the relative proportions of hits.

b The χ^2^ corrected by the coverage to the FGS.

c The χ^2^ test of proportionality; see text and Supplement Text S1.

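The χ2 tests on siRNA hits were repeated with the hits of the paper's Table S1, the totals of the deposited counts and a false discovery rate of 0.001. With χ2 _Std_ on 22 nt siRNAs, 441 of 1339 tested subfamilies differed between B73 and PT, 462 of 1342 between B73 and OAXA, and 430 of 1352 between OAXA and PT. On 24 nt siRNAs the numbers were 895 of 1381, 846 of 1381 and 738 of 1382. Of the 895, 466 had a larger share of the hits in B73 and the rest in PT. By group, the test called 25.7% of the tested D, 26.4% of the R1 and 73.2% of the R2 subfamilies for 22 nt siRNAs between B73 and PT, and 60.8%, 66.8% and 77.8% for 24 nt siRNAs. These chi-square tests compare single libraries, so they measure differences beyond counting error between those libraries and not between accessions beyond the variation among plants. In counts simulated from the hits of B73 and PT, with 200 subfamilies changed by 1.5 log2 units in either direction, the test recovered 43.1% of the 197 changed subfamilies with 22 nt hits and 89.9% of the 199 with 24 nt hits. It recovered 100% of those with at least 50 expected hits in both libraries and called 0 of 1122 and 0 of 1181 unchanged ones. The simulated counts varied by counting error only, which the test itself assumes. The missing false calls therefore do not bear on calls from other differences between libraries. When an absolute log2 change of at least 1 was also required, 418 subfamilies remained for 24 nt siRNAs between B73 and PT. By group these were 30.2% of the tested D, 41.8% of the R1 and 9.60% of the R2 subfamilies, so R2 then had the lowest share. For 22 nt siRNAs R2 kept the highest share, with 35.9% against 17.1% in D and 25.0% in R1. R2 subfamilies had more hits, so the test could call smaller changes in them.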

Second, we assessed whether shifts in copy number were characteristic of the D, R1 and R2 groups. To address this issue, we measured the fold-change in abundance for each TE exemplar, or FC_TE_, as the log base 2 difference in normalized hits between two accessions (see Methods and Table S1). Note that FC_TE_ can be either positive or negative, representing increases in copy number for one or the other accession. We then plotted FC_TE_ values for each group and calculated the average FC_TE_ for each group (Table 3; Figure 5). In all pairwise comparisons between individuals, the average absolute value of FC_TE_ was higher for R1 and R2 than for DNA elements, differing significantly in all comparisons (p<<0.05, t-test). In contrast, the R1 and R2 groups did not differ consistently from one another in average FC_TE_ (*p = *0.017 for B73 vs. PT, but *p*>0.05 for the other pairwise comparisons; two-tailed t-test), suggesting that the two groups vary similarly in copy numbers between accessions. Thus, fold-change statistics suggest that the R1 and R2 groups varied in abundances more markedly among accessions than did the D group.

**Figure 5:**
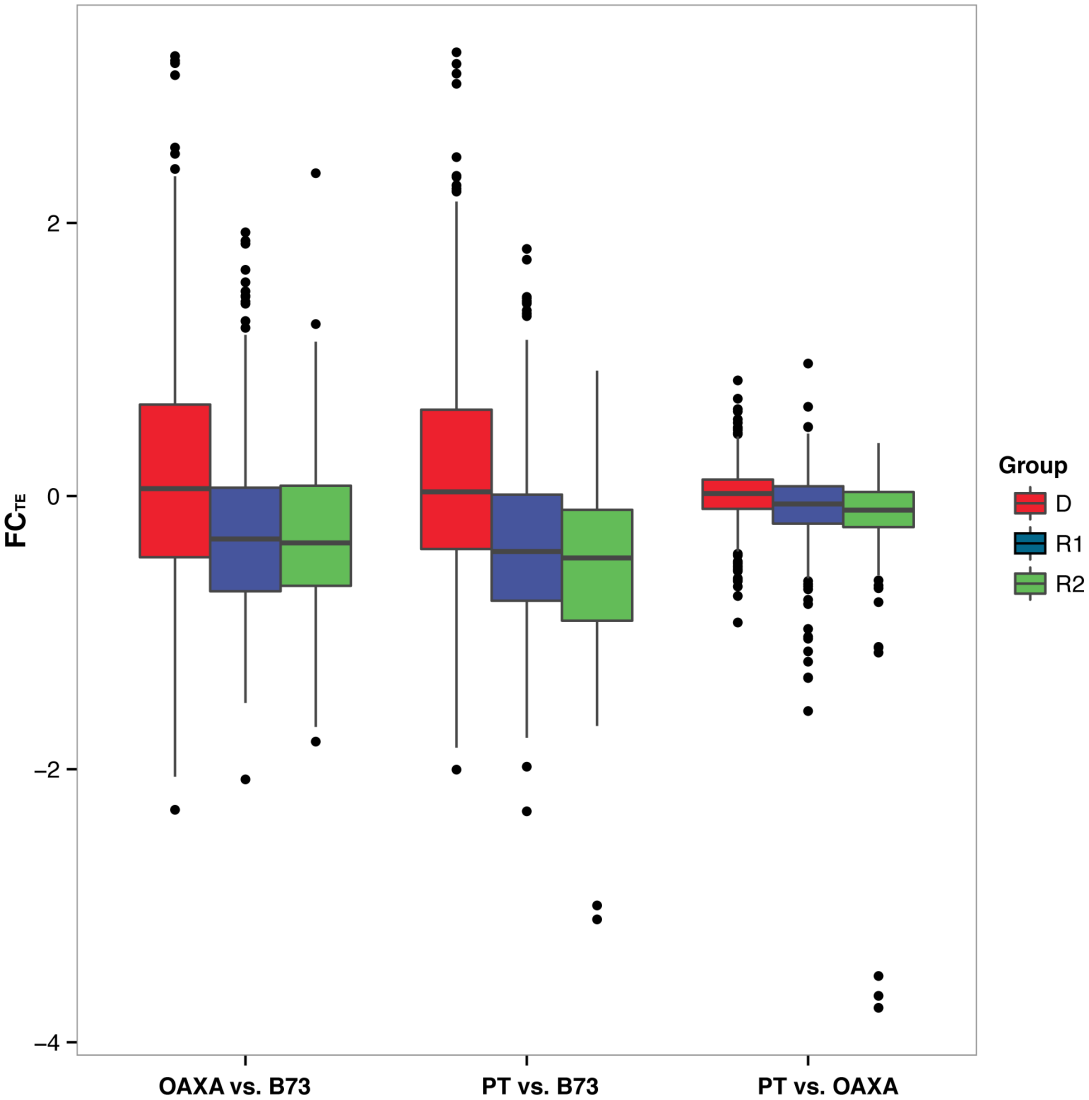
Boxplots of Fold Change in genomic reads for TEs (FC_TE_) within the D, R1 and R2 groups. The pairwise comparisons between accessions (B73, PT and OAXA) are indicated on the figure. The boxes indicate the first quartile (bottom line), the median (central line) and the third quartile (upper line). The whiskers represent the highest and lowest values of the data that are within 1.5 times the interquartile range of the box edges. The outliers are represented by dots.

**Table 3:** Average Fold Change (FC) estimates for the three TE groups, based on pairwise comparisons between accessions.

Group	B73 vs. OAXA			B73 vs. PT			OAXA vs. PT		
	FC^1^_TE_	FC_22_	FC_24_	FC_TE_	FC_22_	FC_24_	FC_TE_	FC_22_	FC_24_
**D**	−0.156	0.1318	−0.1627	−0.164	−0.280	0.0066	−0.008	0.1484	0.1692
**R1**	0.264	0.6612	−0.0482	0.352	0.6877	0.2537	0.088	0.0264	0.3019
**R2**	0.330	−0.0976	0.0190	0.482	−0.275	0.0576	0.152	−0.1772	0.0385

1 FC is the average fold-change TE abundance and 22 nt and 24 nt siRNA across all of the TE subfamilies in each group. 

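Mean fold changes were computed as log2 ratios of hits normalized by the upper quartile, over the subfamilies with hits in all 3 accessions. In B73:PT the mean FC_22_ was 0.28 over 705 D subfamilies (standard error over subfamilies 0.057), 0.69 over 315 R1 subfamilies (0.106) and −0.27 over 197 R2 subfamilies (0.105). In B73:OAXA it was 0.13, 0.66 and −0.10, and in OAXA:PT 0.15, 0.03 and −0.18. The mean FC_24_ in B73:PT was 0.01 over 784 D, 0.35 over 359 R1 and 4.5e-05 over 198 R2 subfamilies, with standard errors of 0.048, 0.097 and 0.050. In B73:OAXA it was −0.16, 0.09 and −0.06, and in OAXA:PT 0.17, 0.26 and 0.06. The means depend on the normalization. With hits divided by the total hits of each library, the mean FC_22_ of R1 in B73:OAXA was 0.02, and the mean FC_22_ of D in B73:PT was 0.09. The upper quartiles were 113 hits in B73, 288 in OAXA and 245 in PT for 22 nt siRNAs, over 1217 subfamilies. The 24 nt quartiles were 1098, 1763 and 1868.5 hits over 1341 subfamilies. The totals of the deposited counts, which the other normalization uses, stand in a different proportion to each other than these quartiles do.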

For each TE subfamily, the FC is the log 2 ratio of coverages between the two accessions, where coverage is #hits/#total hits.

### siRNA targeting does not correlate with copy number

Because siRNA targeting is an important step in TE silencing and should therefore affect TE activity, we were interested in comparing copy number dynamics with the expression of small RNAs. That is, do copy number and small RNA expression covary? To address this question, we sequenced two siRNAs libraries from the same tissues (the third and fourth leaves) of PT and OAXA, resulting in >37.0×10^6^ 24 nt siRNAs and >15.0×10^6^ 22 nt siRNAs for each accession. 

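For each landrace, 1 siRNA library was made from leaves 3 and 4, pooled over 10 seedlings, in the way described for B73, and the authors deposited counts of reads per siRNA sequence of the same kind. The OAXA library (the landrace Olote Colorado) holds 2815240 TE-matching reads in 154124 entries of 22 nt siRNAs and 3138282 reads in 265745 entries of 24 nt siRNAs. The PT library (the landrace Palomero Toluqueño) holds 3271267 reads in 172689 entries of 22 nt siRNAs and 3176310 reads in 298923 entries of 24 nt siRNAs. With identical and reverse complementary sequences joined, OAXA had 138985 sequences of 22 nt and 250155 of 24 nt, and PT had 151641 and 278284. The paper gives the library totals of the landraces as lower bounds, so the TE-matching reads were at most 18.8% of the 22 nt and 8.48% of the 24 nt reads in OAXA, and at most 21.8% and 8.58% in PT. The most abundant 22 nt entry took 5.30% of the TE-matching reads in OAXA and 2.31% in PT, against 1.90% in B73. The smallest detectable share, at 3 reads, was 0.000107% and 9.6e-05% in OAXA and 9.2e-05% and 9.4e-05% in PT for 22 nt and 24 nt siRNAs. The ratio of 24 nt to 22 nt TE-matching reads was 1.11 in OAXA and 0.971 in PT. The hits per exemplar were again taken from the paper's Table S1, whose implied totals equal the deposited sums for both landraces. Each accession has a single library, and B73 was sequenced with version 2 of the cluster kit whereas both landraces were sequenced with version 3. Differences between B73 and the landraces can therefore not be told apart from a difference between kit versions, and no value within a kit version can be given for B73.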

We mapped siRNAs to the TEdb of 1526 elements, recorded the number of siRNA hits to each TE exemplar, and normalized expression by the upper quartile [31]. We calculated fold-change statistics for 22 nt (FC_22_) and 24 nt (FC_24_) siRNA for each TE subfamily in each of the three groups (Table S1). The results indicated that there were some marked differences in siRNA targeting for some individual D and R1 exemplars, with 222 and 174 subfamilies exhibiting absolute values of FC_22_ and FC_24_>2.0, respectively, in the B73 : PT comparison (Figure 6). However, the variability in FC for the R2 group was relatively small for both 22 nt and 24 nt siRNA expression (Figure 6).

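Among the subfamilies with hits in all 3 accessions, 109 of 705 D and 83 of 315 R1 subfamilies had an absolute FC_22_ above 2 in B73:PT, 192 in total, and so did 30 of 197 R2 subfamilies. For FC_24_ the numbers were 95 of 784 D and 75 of 359 R1 subfamilies, 170 in total, and 4 of 198 R2 subfamilies. As shares, 15.5% of D, 26.3% of R1 and 15.2% of R2 subfamilies passed for 22 nt siRNAs, and 12.1%, 20.9% and 2.02% for 24 nt siRNAs. With at least 10 hits required in both libraries, 67 D and R1 subfamilies kept an absolute FC_22_ above 2. These were 36 of 449 D (8.02%) and 31 of 164 R1 subfamilies (18.9%), against 30 of 194 R2 subfamilies (15.5%), so that the share of R2 was then above that of D. This requirement also removes large changes in which only 1 library has few hits. The subfamilies named here had the largest changes toward B73 or toward PT among those with at least 100 hits over both libraries, a χ2 _Std_ call and the same direction against OAXA, a rule chosen before the data were examined. It left 270 candidates for 22 nt and 754 for 24 nt siRNAs. A *giepum Copia* subfamily of R1, 10792 bp long, had 13564 22 nt hits in B73 and 73 in PT, an FC_22_ of 8.65. The D subfamily DTA_ZM00015 had an FC_22_ of 6.47, and the R1 subfamily RLG_uper 6.13 with 97 hits in B73 and 3 in PT. In the other direction, the D subfamily DTH_ZM00035 had 64 hits in B73 and 17081 in PT, an FC_22_ of −6.94. A *giepum* and a *grande* subfamily of R2 followed with −6.19 and −5.64. For 24 nt siRNAs the D subfamily DTH_ZM00314, 191 bp long, had 1997 hits in B73 and 14 in PT, an FC_24_ of 7.92, followed by RLX_afeke with 6.80 and RLG_nobe with 6.33. The lowest values belonged to RLC_taname with −7.18, from 1 hit in B73 and 247 in PT, RLX_ewot with −5.73 and RLX_mafigi with −5.46, all of R1. Hits of single subfamilies come from the paper's Table S1. In the deposited counts, 63.6% of the 6426 22 nt siRNA sequences with at least 100 reads over B73 and PT differed by more than 2 log2 units, and 46.2% of the 6146 24 nt sequences.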

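The interquartile range of FC_22_ in B73:PT was 1.68 in D, 2.01 in R1 and 1.56 in R2. In B73:OAXA it was 1.62, 1.84 and 1.63, and in OAXA:PT 1.01, 1.54 and 1.03. The interquartile range of FC_24_ was 1.47, 1.81 and 0.628 in B73:PT, 1.28, 1.57 and 0.595 in B73:OAXA, and 0.722, 1.25 and 0.346 in OAXA:PT, for D, R1 and R2 in turn. Because R2 subfamilies have more hits, and counting error shrinks as hits increase, each R2 value was set against 10000 random lists of D and R1 subfamilies drawn to have the same mean hits. The R2 value of FC_24_ was below all lists in the 3 comparisons, whose medians were 1.34, 1.31 and 0.551. For 22 nt siRNAs it was above 71.0% of the lists in B73:PT, above 96.8% in B73:OAXA and above 11.6% in OAXA:PT, where the lists had medians of 1.47, 1.24 and 1.11. The few D and R1 subfamilies with as many hits as the most hit R2 subfamilies were drawn repeatedly. In lists drawn without regard to hits, the R2 interquartile range of FC_22_ in B73:PT was above only 1.53% of the lists. The standard deviation of FC_22_ in R2 was 1.47 in B73:PT, 1.39 in B73:OAXA and 1.14 in OAXA:PT, above 0.59%, 0.12% and 0.8% of the matched lists. By the interquartile range R2 thus did not lie below the central 95% of the matched lists for 22 nt siRNAs, whereas by the standard deviation it did. The median standard deviation of the lists was 1.94 in B73:PT and 1.88 in B73:OAXA. It exceeded that of D (1.51 and 1.44) and of R1 (1.88 and 1.73) as a whole. In the comparisons with B73, the low place of R2 by this measure therefore does not show a smaller spread than its hits would give. In OAXA:PT the list median, 1.48, lay above the value of D (1.10) but below that of R1 (1.56). That reason does not hold there, and the low place of R2 in OAXA:PT is left open.

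**Figure D1:**
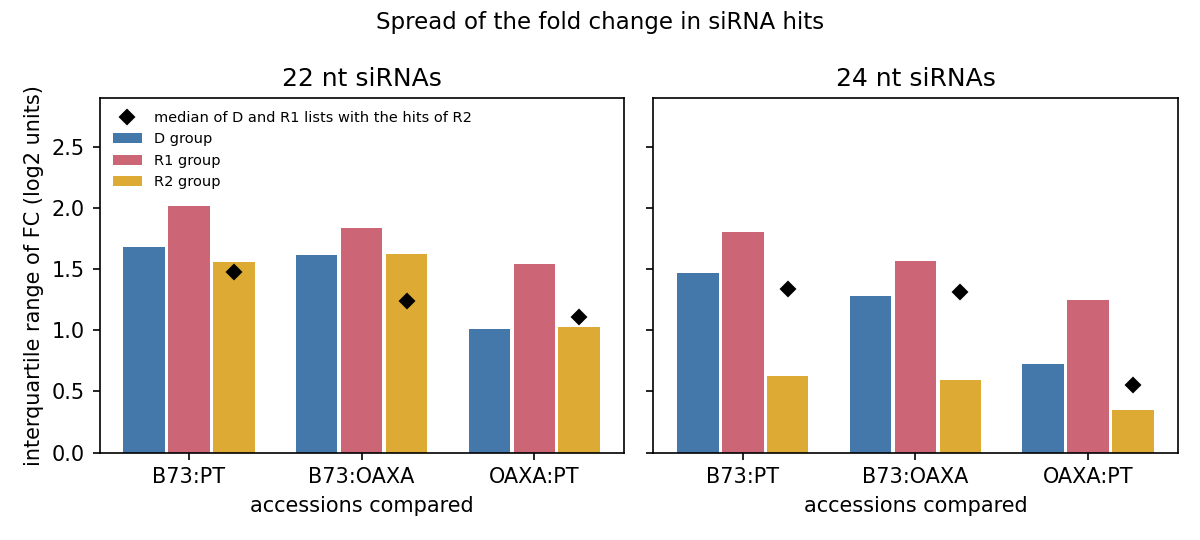
Interquartile range of FC_22_ and FC_24_ (log2 units, vertical axis) in the D, R1 and R2 groups (bars) for each comparison of accessions, with the median of the lists of D and R1 subfamilies matched to the hits of R2 (diamonds). For 24 nt siRNAs the R2 bars, at 0.628, 0.595 and 0.346, lie below the diamonds, whereas for 22 nt siRNAs the R2 bars lie above them in the B73 comparisons and below in OAXA:PT.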

**Figure 6:**
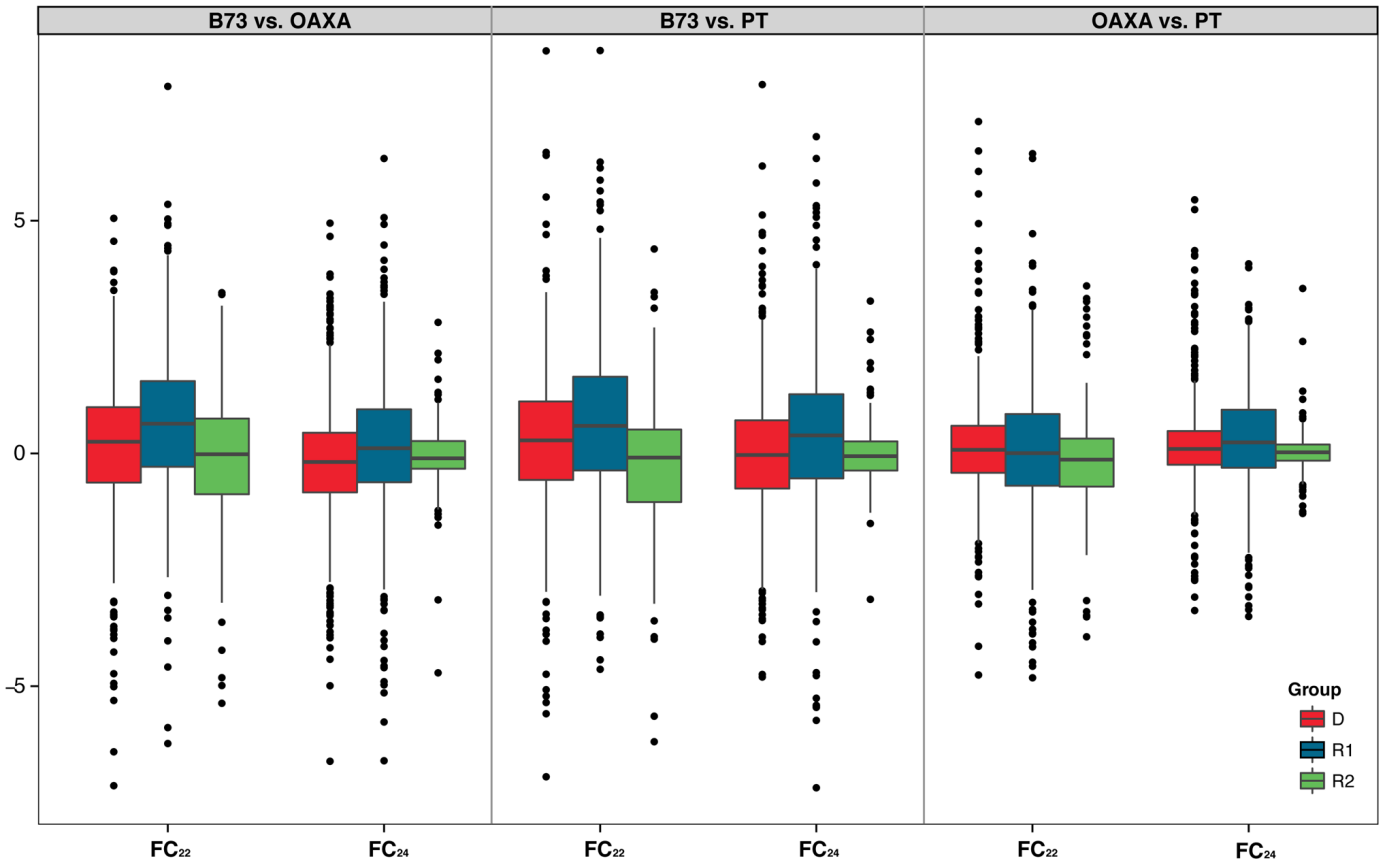
Boxplots of Fold Change in 22(FC_22_ and FC_24_) between accessions (B73, PT and OAXA), based on normalization by the upper quartile (Methods). The meaning of the boxes, whiskers and dots is defined in the legend of the Figure 4.

The fold-change patterns based on TEs (Figure 5) and siRNAs (Figure 6) suggest both that siRNA targeting on R2 is highly conserved among accessions and that variation in siRNA expression is decoupled from TE copy number variation. 

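The R2 group received 85.6% of the TE-matching 22 nt reads in OAXA and 87.3% in PT, and 43.0% and 42.7% of the 24 nt reads. Within R2 the shares of families in the 22 nt reads differed among the libraries. The 41 *Cinful* subfamilies took 44.7% of the TE-matching 22 nt reads in B73, 25.2% in OAXA and 40.8% in PT. The 17 *Opie* subfamilies took 0.552%, 1.52% and 3.19%, and the 10 *Prem1* subfamilies 0.348%, 1.65% and 0.206%. The 24 nt shares were 7.27%, 5.31% and 5.95% for *Cinful*, 2.45%, 2.70% and 3.20% for *Opie*, and 1.33%, 1.71% and 1.52% for *Prem1*. *Ji*, with 16 subfamilies, took 4.83%, 9.69% and 7.31% of the 22 nt and 6.27%, 6.15% and 6.36% of the 24 nt reads, and *Huck*, with 20, took 1.45%, 2.33% and 1.82% and 6.65%, 7.15% and 7.43%. The most hit R2 subfamily of the 22 nt library also differed. In both landraces it was a *gyma* element of 13638 bp, with 18.4% of the reads in OAXA and 8.43% in PT, against 6.43% in B73. The most hit D element of the B73 24 nt library, DTH_ZM00076, was also the most hit in OAXA and PT, with 6.09% and 5.40% of the 24 nt reads. In the deposited counts, 33770 of 225562 sequences of 22 nt (15.0%) and 70342 of 430306 sequences of 24 nt (16.3%), with reverse complementary sequences joined, occurred in all 3 libraries. They carried 92.4% of the 22 nt reads in B73, 80.0% in OAXA and 72.7% in PT, and 87.3%, 84.2% and 80.2% of the 24 nt reads. From the spread of the fold changes in TEs and siRNAs, the paper proposes that siRNA targeting of R2 is highly conserved among accessions. It also proposes that changes in siRNA expression are decoupled from those in TE copy number.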

We assessed this more formally using two approaches. The first was to assess the correlation between FC_TE_ vs. FC_22_ and between FC_TE_ vs. FC_24_ within groups or across all 1514 TE exemplars. No significant correlations were detected. 

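The correlations were recomputed for FC_22_ and FC_24_ in each group and over all 3 groups in each comparison of accessions, 24 relations in total, across subfamilies with hits in all accessions. Each r was set against 10000 random pairings of the values, and subfamilies are not independent replicates. In B73:OAXA no r lay outside the central 95% of the random pairings. In B73:PT only the R2 value of r for FC_22_ did. Among the rank correlations of the pairs with B73, those outside the range were R2 for FC_22_ in B73:PT, D for FC_22_ in B73:PT (rho 0.0859, above 98.9% of the pairings) and R2 for FC_24_ in B73:OAXA (rho −0.156, above 1.17%). In OAXA:PT all 8 values of r were positive and outside that range. For FC_22_ r was 0.0874 in D (above 98.9% of the pairings), 0.367 in R1 (above all), 0.195 in R2 (above 99.5%) and 0.172 over all groups (above all). For FC_24_ it was 0.146, 0.379, 0.439 and 0.234, each above all pairings. Spearman's rho in OAXA:PT for FC_22_ was 0.0527 in D, 0.329 in R1, 0.167 in R2 and 0.123 over all groups. For FC_24_ it was 0.134, 0.304, 0.130 and 0.175. The rank correlations of D for FC_22_ and of R2 for FC_24_, above 92.0% and 96.6% of the pairings, lay within the central range. Even the largest r, 0.439, corresponds to an *r2* of 0.192. The comparison of OAXA and PT is the only pair whose genomic reads were made in the same study and whose siRNA libraries were sequenced with the same kit version, so a relation within a kit version cannot be computed for any pair that includes B73. The log2 reads of single siRNAs in the deposited counts also varied least between OAXA and PT, with a median absolute difference of 0.53 for 24 nt siRNAs of at least 100 reads, against 1.86 between B73 and PT.

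**Figure D2:**
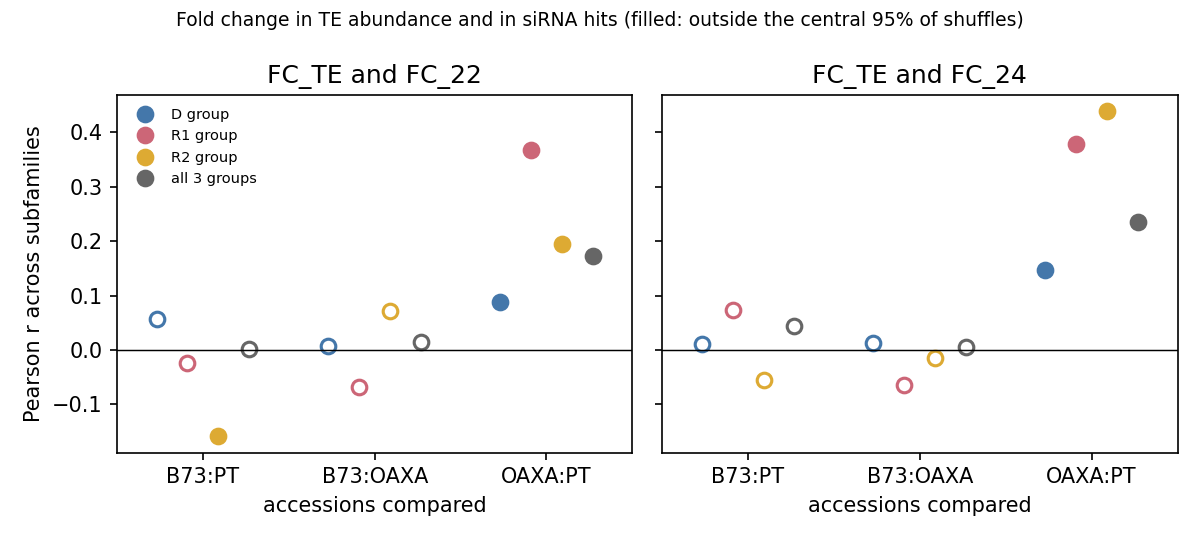
Pearson r between FC_TE_ and FC_22_ (left) or FC_24_ (right) across subfamilies, by group, for each comparison of accessions. Filled points lie outside the central 95% of random pairings, which holds for all 8 OAXA:PT values and for the R2 value of FC_22_ in B73:PT.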

For example in the B73:PT comparison, FC_TE_ was uncorrelated with FC_24_ (*r* ^2^ = 0.002; *p = *0.10) and FC_22_ (*r* ^2^ = 5×10^−6^; *p* = 0.94) across all of the TE exemplars in the R2 group. 

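In B73:PT, r between FC_TE_ and FC_24_ over the R2 group was −0.0561 (*r2* 0.00315), above 21.4% of the random pairings. For FC_22_ over the R2 group it was −0.159 (*r2* 0.0252), above 1.41% of the pairings, and Spearman's rho was −0.165. Over all 1217 subfamilies of the groups with 22 nt hits, r between FC_TE_ and FC_22_ was 0.00232 (*r2* 5.4e-06), and over the 1341 with 24 nt hits r between FC_TE_ and FC_24_ was 0.0449 (*r2* 0.00201), above 53.3% and 95.1% of the pairings. Dividing hits by the totals of the deposited counts in place of the upper quartile shifts every fold change of a comparison equally and cannot change these values. With at least 10 hits required in both libraries, r over all groups was −0.0618 for FC_22_ and 0.0681 for FC_24_.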

The second approach was to formulate and conduct statistical test of the hypothesis that TE copy number and siRNA expression change proportionally between individuals. We devised such a test (χ^2^ *_Prop_*) and applied it to all TE exemplars between accession pairs (see Methods and Text S1). Based on the χ^2^ *_Prop_* test, data from up to 917 TE subfamilies rejected the null hypothesis of proportionality between TE copy number (RPKM_TE_) and 24 nt siRNAs (Figure 4bc; Table 2). 

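With the χ2 _Prop_ test and a false discovery rate of 0.001, proportionality between TE copy number and 24 nt siRNA hits was rejected for 952 of 1381 subfamilies between B73 and PT, 938 of 1381 between B73 and OAXA, and 766 of 1382 between OAXA and PT. Between B73 and PT these were 535 D, 244 R1 and 173 R2 subfamilies, or 65.3%, 67.0% and 87.4% of those tested in each group. Of the 952, 551 had more hits in B73 than proportionality predicts. The smallest counts behind the test were those of B73, whose 24 nt siRNAs had 1849955 TE-matching reads in the deposited data. Requiring in addition that the observed and expected ratios differed by at least 1 log2 unit left 551 subfamilies between B73 and PT, 555 between B73 and OAXA, and 207 between OAXA and PT. Between B73 and PT these were 39.9% of the tested D, 47.5% of the R1 and 25.8% of the R2 subfamilies, so R2 then had the lowest share. In simulated counts the chi-square test recovered 79.5% of 200 changed subfamilies and called 2 of 1175 unchanged ones. The simulation took the ratio of siRNA coverages from the library totals and not from the solved ratio of 1.96. It therefore had fewer B73 and more PT counts than the data, and its recovery does not hold for the real depth. The simulated counts varied by counting error only, so false calls from other differences between libraries were not tested.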

There were fewer rejections between TE copy number and 22 nt siRNAs, but up to 506 between B73 and PT. Thus, the overall pattern for our data is that, for any particular TE subfamily, the expression dynamics of siRNAs that target the TE do not closely mimic shifts in copy number, as measured by HTS data.

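For 22 nt siRNAs χ2 _Prop_ rejected proportionality for 571 of 1339 subfamilies between B73 and PT, 525 of 1342 between B73 and OAXA, and 519 of 1352 between OAXA and PT. Between B73 and PT these were 294 D, 119 R1 and 158 R2 subfamilies, or 37.5%, 33.4% and 79.8% of those tested. In simulated 22 nt counts, the chi-square test recovered 33.0% of 197 changed subfamilies but 100% of the 36 with at least 50 expected hits in both libraries. It called 1 of 1124 unchanged subfamilies. The simulation took the ratio of siRNA coverages from the library totals and not from the solved ratio of 1.39. It therefore had fewer B73 and more PT counts than the data, and its recovery does not hold for the real depth. Summed over D or R1, the 22 nt hits were fewer than the 24 nt hits in every library. Most of the simulated changes below that number of expected hits were not detected in this simulation. Between OAXA and PT 300 subfamilies remained when the observed and expected ratios also had to differ by at least 1 log2 unit. Under this requirement R2 kept the highest share between B73 and PT, with 49.0% against 29.8% in D and 32.3% in R1.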

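At the level of single sequences in the deposited counts, 57.9% of the 5343 22 nt siRNAs with at least 100 reads over B73 and OAXA differed by more than 2 log2 units, and 22.6% of the 7617 between OAXA and PT. Among 24 nt siRNAs the shares were 42.2% of 6051 and 5.87% of 7269. After every library was thinned at random to the smallest of its size class, these shares were 57.3%, 21.5%, 42.4% and 5.15%. The paper reasons that siRNA expression and copy number would change together under its null hypothesis of proportionality, and from the missing correlations and the rejections by χ2 _Prop_ it concludes that siRNA expression does not closely follow shifts in copy number.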

## Discussion

### The maize core genome

With the availability of genomic sequence data from multiple individuals, it has become possible to procure a snapshot of the “pan” (or whole) genome of a single species. The pan genome is defined to include a core component that is shared among individuals and also a non-core component that contains strain-specific DNA [21]. For maize, we know that the non-core component is substantial, because GS varies among individuals by up to at least 30% [20]. This and previous studies based on HTS genomic data suggest that the largest share of the non-core component is heterochromatic and knob repeats [18].

The core component is typified first by the genic fraction. For some of our analyses – i.e., those that employ χ^2^ *_Corr_* and χ^2^ *_Prop_* – we have assumed that the genic fraction represented by the Filtered Gene Set (FGS) is invariable among accessions. Under this assumption, the genic fraction provides an internal control for the ‘coverage’ of a library [17], [18]. We know that this is not a perfect assumption because the inbred lines B73 and Mo17 are estimated to vary in ∼180 annotated single copy genes and thousands of genes may differ between B73 and other germplasm [32]. It nonetheless seems reasonable to assume that the genic component is relatively static compared to either heterochromatic repeats or TEs.

TEs represent both the non-core and the core components of the pan-genome. They are part of the non-core component because they vary remarkably among maize individuals within a syntenous region [33], because the proportion of TEs within the genome varies among individuals [18] and because individual TE subfamilies vary in copy number between accessions (Table 2). However, we have also shown that the organization of TEs is core characteristic, in that TEs are conserved in three groups across a small but wide representation of maize germplasm. These three groups are class II DNA elements (D), low copy number class I RNA elements (R1), and a third set of higher copy RNA elements (R2). Recognition of this organization, and the consistency of this arrangement among maize genomes, is a novel contribution of this study.

### Fold-Change as a measure of shifts in TE abundance

To what extent to the three TE groups vary in copy number among accessions? We took two approaches to assess this question. The first was to compare estimated abundance changes for individual TEs (Figure 4a and Table 2). While we detect significant differences between accessions for many TE subfamilies, we urge caution in the interpretation of these results. For example, even though we have introduced an improved, modified and more conservative χ^2^ test, similar approaches are known to have high false positive rates despite the fact they are applied commonly to genomic data [e.g., 14]. This tendency is perhaps best illustrated by analyses of two biological replicates from reference [18] (Figure S3), for which we find significant differences in abundance for 331 TE subfamilies based on identical methods (χ^2^ *_corr_*; Table 2). This number provides a ‘baseline’ in which to evaluate our results. For our comparisons, the fewest significant differences were for 514 TE subfamilies between PT and OAXA (Table 2), suggesting that ∼200 ( = 514-331) TE subfamilies still differ in abundance between these accessions.

Our second approach was to report fold-change (FC_TE_) statistics that estimate shifts in abundance between accessions for groups of TEs. Our thinking is that FC_TE_ provides a better indication of overall trends by averaging across TE families, but this approach, too, is not without limits (Figure S3). That said, our analysis of FC_TE_ indicates that the R1 and R2 groups differ ∼1.3-fold in copy number on average between the B73 data and the data from the two landrace accessions (Figure 5). In contrast, the DNA elements vary little among accessions, but this may not be particularly surprising given their conservative mode of replication. FC_TE_ values also suggest that the B73 data differs more from the two landrace than the landraces differ from each other (Figure 4a), with the B73 data having a markedly higher abundance for R1 and R2 elements (Figure 5). At this point it is not possible to infer whether B73 is an outlier because of genetic differentiation (i.e., B73 is the outgroup to the two landraces) or because of a history unique to B73, such as inbreeding and intensive selection.

In this context, it is worth clarifying that FC_TE_ is designed to measure an outcome – i.e., differences in abundance – that likely summarize events across a range of mechanistic phenomena. On the one hand, transposition events contribute to differences in copy numbers between and among individuals, and hence FC_TE_ must encompass TE activity and transposition. However, FC_TE_ values may also reflect other processes that shift copy numbers, including phenomena like segmental duplication events, element deletion and natural selection, which likely differentially affects TE subfamilies that are located close to genes [34]. In fact, the Long Terminal Repeat (LTR) elements of the sort that constitute much of the R1 and R2 groups are particularly prone to deletion by unequal recombination [35], [36], and this process may be quite rapid. It is thus possible that element deletion contributes as much (or more) than transposition to FC_TE_.

Although FC_TE_ is not a direct measure of transposition events, it is not apparent that there are better measures to assess TE activity. For example, TE expression is often used as a measure of element activity, but TE transcription often does not reflect actual transposition events [13], [37]–[39]. There is, in fact, discordance between our estimates of abundance shifts between accessions (FC_TE;_ Figure 5) and expression within B73 (Figure 3ab). This discordance likely reflects that neither measure perfectly assesses transposition; TE expression is a poor measure of transposition activity but FC_TE_ measures an evolutionary outcome (abundance) rather than transposition directly.

### Little evidence that siRNA targeting covaries with copy number

A growing body of literature indicates that silencing mechanisms vary across TEs within the genome. For example, epigenetic modifications may be dependent or independent of siRNAs. The siRNA dependent processes may be, in turn, RDR2 dependent or independent, such as the silencing of MuDR elements by *mukiller* [40]. Even RDR2 mediated silencing seems to depend on a bevy of other characteristics, including the physical structure (nested or not) and chromosomal distribution of TEs [13], [29]; their copy number, length and age [22], [26], [34], [41], [42]; and their developmental timing [29], [39], [43]. While silencing varies among different TE families, we were interested in whether siRNA expression tracks copy numbers across individuals. We found no evidence that siRNA expression covaries with TE abundance, as shown by the lack of overall correlation between FC_TE_ and either FC_22_ or FC_24._ We also formulated explicit tests of proportionality (Table 2; Figure 4) that demonstrate that siRNA expression and TE abundance often do not covary. This low covariance is somewhat surprising: if shifts in TE abundance are due to element activity, it seems reasonable to assume that more siRNA is needed to silence more TE copies.

It is possible that our inferences about siRNA targeting are misled by our focus on leaf, as opposed to germline, tissue. To assess whether siRNA differs substantially among tissues, we reanalyzed siRNA data from previous publications [14], [44]. These data, which originated from B73 shoot apex and developing ear, were mapped to the TEdb, and then compared between tissues using the standard χ^2^ approach (χ^2^ *_Std_*). Similar to a previous study of methylation patterns [45], we find that the number of significant siRNA differences between tissues is smaller than that between individuals. We found that the number of TEs (of 1526 total) targeted differentially between tissues was 297 and 697 for 22 nt and 24 nt siRNAs, respectively. Notably, these differences may be inflated by the fact that the libraries used for these inter-tissue comparisons came from different growth conditions and even different experimental platforms [14], [44]. In contrast, ∼500 and ∼900 TE subfamilies are differentially targeted between B73 and the landrace accessions for 22 and 24 nt siRNAs (Table 2). Thus, while inter-tissue (or developmental) variation in siRNA targeting is considerable, it is less substantial than that between individuals, suggesting that the lack of covariance between TE abundance and siRNA expression may not be specific to leaf tissue.

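Of the subfamilies called by χ2 _Std_ between B73 and PT, 322 were also called between B73 and OAXA for 22 nt siRNAs, and 701 for 24 nt siRNAs. With χ2 _Prop_ these overlaps were 389 and 798. All 3 comparisons, the one between the landraces included, called 217 subfamilies for 22 nt and 438 for 24 nt siRNAs by χ2 _Std_. Each test sets 1 leaf library against another from the deposited counts and the hits of the paper's Table S1. The siRNA data from shoot apex and developing ear were not analysed here.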

### R1 and R2 have contrasting histories

Perhaps the most interesting aspect of this study is the previously unrecognized contrast between the R1 and R2 groups of retroelements. These groups consist of comparable Orders and Superfamilies of TEs (Table 1), and they exhibit similar levels of copy number variation among our sample of accessions (Figure 5). However, they differ in almost every other measurable characteristic, ranging from average length, to genomic context, to levels of siRNA targeting (Figures 1 & 6). They even vary as to whether methylation spreads to flanking regions from individual elements, because we have found that this is a phenomenon confined primarily to R2 elements [46] (data not shown). All of these descriptors suggest that the two groups have different dynamics with respect to the host response and also different evolutionary histories.

Given all of this information, the R2 group is still surrounded by at least two mysteries. The first is related to the observation that most R2 insertion occurred in a well-defined period, with little additional evidence of recent insertional activity (Figure 2). This observation suggests that these high-copy elements proliferated in a concerted burst of activity. Since the R2 group encompasses several TE families and Orders (Table 1), the event that triggered this burst must have had genome-wide effects. Yet the burst is too young to correspond to the ancient polyploid event in the maize lineage [47] and too old to correspond to maize domestication [48]; thus neither seem likely causes. The second mystery is why the age distribution signals little recent insertional activity despite copy number variation (Figure 5) and ongoing expression (albeit at a low level on a per-copy basis; Figure 3ab). If the age summaries are correct, we must conclude that: *i*) the tight variation of siRNA expression among individuals (Figure 6) reflects strong transpositional control on this group of elements, despite ongoing transcription and *ii*) measured variation in FC_TE_ between individuals reflect rearrangement and deletion events more than active transposition. Based on these considerations, our working hypothesis is that R2 elements are ‘mostly-dead’ (to paraphrase the 1987 movie ‘The Princess Bride’) with respect to ongoing proliferation via transposition.

While the R2 group is mysterious, the history of the R1 group is an even bigger puzzle. We initially hypothesized that these were relic elements, for two reasons. First, they have low copy numbers, which is indicative of limited replication. Second, the group is typified by a high proportion of RLX elements (Table 1), which have the features of class I retroelements but cannot easily be assigned to a particular family because they lack distinguishing structural features [22]. However, the bulk of evidence suggests that our hypothesis was wrong and that the R1 elements remain active. The evidence for this activity includes the fact that R1 elements are variable among individuals, as measured by FC_TE_ (Figure 5); are relatively highly expressed on a per-copy basis (Figure 3b); and are highly targeted by siRNAs relative to R2 elements (Figure 1e). 

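The contrast between R1 and R2 in siRNA hits per RPKM_TE_ was also computed in the landrace libraries. For 24 nt siRNAs the log2 median of R2 minus that of R1 was −2.38 in PT and −2.77 in OAXA, lower than in any of 10000 shuffles of the group labels. For 22 nt siRNAs it was −0.08 in PT, above 35.6% of the shuffles, and 0.01 in OAXA, above 51.5% of them. The higher 22 nt targeting of R1 seen in B73 was therefore not detectable in the landraces. R1 and R2 were separated by the RPKM_TE of B73, and the shuffles do not keep the link between these groups and the divisor. Of the deposited TE-matching reads, R1 received 1.37% of the 22 nt reads in OAXA and 1.08% in PT.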

Ongoing activity is also superficially supported by the age distribution of these elements (Figure 2), for which the mean age of insertion events is significantly lower than that of the R2 group and includes insertion times indicative of recent activity.

And yet, somewhat amazingly, 80% of TEs in the R1 group *decrease* in TE expression, by an average of −1.6 fold in shoot apical meristems, when the 24 nt siRNA biogenesis machinery is interrupted by a *mop1* mutation [13] (Figure 3c). At present, there is no clear explanation for this unexpected repression of expression, especially when one considers that R1 elements tend to be targeted by a high ratio of 24∶22 siRNAs (Figure 1e, Figure S2). 

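In OAXA and PT the median 24:22 siRNA ratio of R1 subfamilies was 13.4 and 15.3, against 2.13 and 2.93 in R2 and 12.3 and 17.0 in D. Relative to R1, the log2 median of R2 was −2.65 in OAXA and −2.38 in PT. Summed over the group, 24 nt hits of R1 were 5.60 times the 22 nt hits in OAXA and 5.93 times in PT. The ratio of R2 was 0.560 and 0.475.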

One possibility is that R1 elements act as a generating source for siRNAs or other methylation signals [6], not unlike the piRNA loci of *Drosophila* or zombie elements hypothesized to serve as a source of siRNAs [49]. Under this scenario, their down-regulation in *mop1* would be consistent with an interruption of the host response mechanism. If this scenario were true, however, one would expect that the siRNAs that target group R1 TEs should cross-match TEs from other groups at higher than expected levels. We find that the highest percentage of different siRNA cross-matching occurred between R1-generated siRNAs and R2 TEs but at rates (∼2.0%) that seem too low to suggest that R1 elements act as a reservoir for the host response.

Altogether, our observations indicate that the R1 group is a heterogeneous set of elements that have been transpositionally active more recently than most R2 elements, perhaps for a longer period but at lower rates, as reflected by lower copy numbers. These observations suggest that the R1 group has been a long, slow, ongoing and active component of the maize pan-genome. In contrast, our evidence suggests the R2 group is ‘mostly dead’, under tight transpostional control and formed of a burst of ancient activity.

## Materials and Methods

### Sample preparation and library construction

#### Plant growth conditions

We analyzed two traditional maize cultivars, or landraces, called Palomero Toluqueño and Olote Colorado (a common variety of landrace Zapalote Chico), for which seeds were provided by CIMMYT, where the landraces are referenced as MEXI05 and OAXA522, respectively. We also included the reference maize inbred line B73, with seeds provided by the USDA-Agricultural Research Service (Ames, IA). Ten seeds per cultivar were planted in individual pots and grown in a growth chamber under controlled conditions of 12 h light at 26°C, 12 h dark at 20°C, a relative humidity of 70%, and 500–600 cal/cm2 of radiation per day. The third and fourth leaves of each plant were harvested when 12–13 cm long and then frozen in liquid nitrogen, and stored at −80 C. We chose to harvest these leaf tissues based on precedent in the literature [50] and the ease of establishing developmental homology.

#### Genomic and siRNA libraries

Leaf tissue from 10 different seedlings per landrace were pooled and ground in liquid nitrogen. Although the plants were not genetically identical, the distribution of genome sizes between the two landraces was not overlapping [20] and hence pooled samples give insights into average genomes of contrasting sizes. Genomic DNA was extracted from 1 g of pooled tissue using the Qiagen DNeasy plant mini kit. A paired-end library was built for each landrace using 1 µg of genomic DNA with the kit TruSeq Paired-End Cluster Kit v2.5 (Illumina PE-401-2510). Sequencing was performed in one lane on an IlluminaHiSeq 2000 sequencer. The genomic data are archived at NCBI Sequence Read Archive (SRA) under accession numbers SRX476038 (OAXA) and SRX476570 (PT). We also included genomic paired-end read data from B73 in our analyses [17] (SRA-SRP004910).

For all three accessions, total RNA was isolated from 1 g of pooled tissue using TRIzol reagent (Invitrogen) following the manufacturer's instructions. siRNA was extracted by running total RNA on a 15% PAGE gel and selecting bands in the 20 to 30 nt size range. Libraries for siRNAs were prepared from 100 ng of siRNA using the Illumina Truseq Small RNA Sample Prep Kit, according to the manufacturer's protocol. siRNA sequencing was performed in one lane on an IlluminaHiSeq 2000 sequencer per genotype using the Truseq SR cluster kit v. 2 for B73 and v.3 for PT and OAXA libraries. The siRNA data have been archived at the GEO database (GSE55730).

### Mapping procedures

#### Reference data sets

We mapped our genomic libraries to three reference databases: i) the filtered gene set (FGS) from RefGen_v2 (Release 5b.60) of the maize genome sequence [16]; ii) a custom-made database of knob and centromeric sequences (hereafter the KnobC database; Table S3) including 32 knob and 73 CentC maize sequences; and iii) the unique transposable element database (UTE) developed by Tenaillon et al. [17]. The siRNA libraries were also mapped against the FGS and the KnobC databases but also against the full TE exemplar database (TEdb) of 1526 elements [16].

#### Mapping genomic data

The pair-end datasets from PT, OAXA and B73 were mapped against all three reference sets separately. To map genomic reads to the UTE, we employed SSAHA2 version 0.1 [51] with default parameters, the “best” option and 80% homology, the criterion generally accepted as the level of similarity of reads within a single TE subfamily [25]. Only alignments >30 bp were counted, and each aligning read was counted as a “hit”. When multiple best-mapping reads were found for a single TE, we counted them as a single hit for that TE. The UTE virtually eliminates hits to multiple TEs, but reads that mapped to multiple TEs with the same score were discarded. The genomic data were mapped against the FGS and KnobC databases by the same procedure, except applying a 90% homology criterion for the FGS [17], [52].

For each accession, we recorded the total number of UTE, FGS and Knob hits. Because knob and centromeric sequences contain portions of TEs [53], we preferentially considered reads that mapped to both the Knob and UTE database as hits to the Knob database. We also considered reads mapping to both the UTE and FGS databases as TEs because the FGS may have not been filtered completely for the presence of TE-derived sequences [54]. Nonetheless, because there are few reads that map to more than one database, the overall results are robust to whether we preferentially mapped to Knob or the TE databases.

#### Mapping siRNA and RNAseq libraries

After sequencing siRNA, we trimmed adapters and 3′-end low quality nucleotides to ensure every read had three or more successive nucleotides with a quality score ≥20 at the 3′-end. Subsequently, we selected reads of 22 and 24 nt using CutAdapt [55]. These reads were filtered to eliminate rRNAs, rRNAs, miRNAs and snoRNAs and then mapped to the TEdb with bwa [56], using default settings. Uniquely and multiple mapped reads without mismatches were retained for further analyses. We divided the expression of reads with multiple targets by their number of targets.

We applied the same procedure to two small RNA libraries from developing ear and shoot apex tissues from [14], [44] (SRX143311, and SRX143309). We also analyzed RNAseq libraries from the transition leaf (from SRX172742 to SRX172747) and immature tassel (SRX172751 and SRX172752 from [57]) following the same protocol to trim adapters and to filter low quality nucleotides. Reads longer than 25 bp in length were mapped against the TEdb with bwa using default settings. Only uniquely mapped reads were considered for further analyses.

### Statistical analyses

#### Defining and comparing D, R1 and R2

To estimate an approximate TE copy number within a genome, we calculated RPKM [58] for each TE exemplar, as it is also described in [17]: 
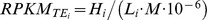
, where 

 is the total number of reads mapped against the UTE, 

 is the number of reads mapping to the 

 TE subfamily, and 

 is the length in kilobases (kb) of the 

 subfamily.

Before producing histograms comparing the number of subfamilies against their read coverage (Figure 1a) we removed families with RPKM <1.2 as corresponding to copy numbers <∼2 for B73. For the remaining TE subfamilies, we produced histograms and Rank-Frequency plots as an approximation of the Empirical Distribution Function (Figures 1ab and S2ab). We tested for differences among groups for several characteristics (length, copy number, etc.; Figures 1c–f and S2c–f). Because some of the variables did not fulfill the homogeneity of the variances required to apply linear models (Barlett's test, *p*<0.001; Shapiro–Wilk test, *p*<0.001), we applied non-parametric Kruskal-Wallis tests of significance.

#### Testing copy numbers between accessions

To compare TE copy numbers between accessions statistically, we used a standard χ^2^ (χ^2^ *_Std_*) consisting of a 2×2 table of observations, where two of the cells are the hits to the TE subfamily for both accessions and the other two cells are the hits to all other TE subfamilies for both accessions. From this table, expected values can be generated under the null hypothesis that the proportion of hits to the TE of interest is equivalent between accessions. In the case of one degree of freedom, as applied here, the χ^2^ is analytically identical to a Z-test, which is often used for testing differences in gene expression between RNAseq conditions. We applied the χ^2^ *_Std_* test to all TE subfamilies and corrected for experiment-wide error with a False Discovery Rate of *q*<0.001.

While commonly employed, this standard approach can generate an unacceptably high rate of false-positives if the genomic proportion of TEs varies substantially between accessions. We therefore devised a modified χ^2^ test (χ^2^ *_Corr_*). To generate an expectation under the null hypothesis that TE copy number is identical between accessions A and B, we assumed that the probability of a read falling in A is proportional to FGS coverage (

) for A, with the same applying to accession B. Under this assumption, the expected number of hits to a particular TE subfamily, 

, in genome A is, under the null hypothesis: 

 and similarly 

, where 

 is the sum of observed hits 

. Defining 

 as 

, the χ^2^ used to test the difference between the observed values 

 and 

 and their expectations, 

 and 

, and it takes the form of a normal approximation to a binomial distribution:
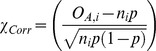
We applied χ^2^ *_Corr_*, based on the FGS coverage, to every TE subfamily separately, and then corrected for experiment-wide error with a False Discovery Rate of *q*<0.001.

#### FC computation

In order to compare among the different cultivars, we defined three variables, FC_TE_, FC_22_ and FC_24_. The three represent a base 2 logarithm of a quotient of normalized hits. For the genomic fold change, FC_TE_, the correcting procedure is simply to divide by the coverage of the DNA library, as determined by hits to the FGS, and to multiply by the average length of the reads. All TE subfamilies from the corresponding group were included in the computation, except those that have zero hits in some of the cultivars.

For the FC of siRNA expression, we normalized the reads by the value of the upper quartile, as recommended [31] before taking the base 2 logarithm of the ratio. For this analysis, we discarded TE subfamilies that had zero siRNA hits.

#### Deviations from proportionality

When both genomic and siRNA data are available, it is worth considering the null hypothesis of proportionality. In this case, the null hypothesis is a test of whether differences in siRNA targeting of a particular TE between accessions matches (or “covaries with”) differences in TE copy number. To perform this test, one needs to correct for the fact that the number of TEs may differ across accessions. Suppose that accessions A and B have different coverages for siRNA and genomic libraries. For a particular TE subfamily *i*, we first estimate the copy number from genomic DNA for a given accession as:
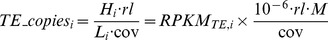
where 

 is the average read length in kb, 

 is the total number of reads mapped against the UTE, 

 is the number of reads that map to the 

 TE exemplar and 

, is the length of that TE subfamily in kb. 

 has been previously defined and takes into account the coverage of the DNA library, and 

 is the coverage of the siRNA library.

Given an estimate of copy number, our null hypothesis of proportionality is that ratio of the copy number of the TE representing subfamily 

 (

) and its coverage by targeting siRNA (

) is equivalent between accession A and B. That is, H_O_:
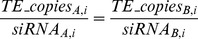
To test this hypothesis requires estimation of a number of parameters, including the (unknown) global coverage of the siRNA libraries from accessions A and B; these values are necessary to generate the expected values for inclusion in a χ^2^ (χ^2^ *_Prop_*). We include a full derivation of the approach in the Supplementary Text.

## Supporting Information

Figure S1 Characterization of the subset of 340 TE exemplar subfamilies that exhibited differential expression in the *mop1* mutant [13] after separation into the three TE groups. Left, their length; middle, their abundance (RPKM_TE_); right; their 24∶22 nt siRNA-targeting ratio.

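In the subset of subfamilies with *mop1* expression data, the median log2 24:22 siRNA ratio in the B73 leaf library was 4.13 in D, 3.23 in R1 and 1.73 in R2, over 104, 77 and 144 subfamilies with hits in both size classes. The hits behind these ratios are those of the paper's Table S1, and the sums of the deposited counts of B73 give the library totals.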

(PDF) Click here for additional data file.

Figure S2 Figures analogous to Figure 1 for OAXA (a–f) and PT (g–l) data.

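In the PT library the median log2 22 nt siRNA RPKM was 3.07 in D, 0.20 in R1 and 6.23 in R2, and the median log2 24 nt siRNA RPKM was 6.42, 4.00 and 7.49. In the OAXA library these medians were 3.61, 0.63 and 6.55 for 22 nt siRNAs, and 6.46, 4.16 and 7.54 for 24 nt siRNAs. Per RPKM_TE_, the 22 nt medians in PT were −1.70, −2.51 and −2.59 in D, R1 and R2, and those in OAXA were −0.89, −1.98 and −1.97. The 24 nt medians per RPKM_TE_ were 1.81, 1.10 and −1.29 in PT and 2.31, 1.55 and −1.22 in OAXA. The deposited counts of PT and OAXA set the library totals in these RPKM values, and the hits per subfamily are those of the paper's Table S1. The D group received 12.2% of the TE-matching 22 nt reads and 48.2% of the 24 nt reads in OAXA, and 10.8% and 48.4% in PT.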

(PDF) Click here for additional data file.

Figure S3 Outcome of FC_TE_ analyses of replicated samples of B73 (SSR447984 and SSR447986) from [18]. The boxes indicate the first quartile (bottom line), the median (central line) and the third quartile (upper line). The whiskers represent the highest and lowest values of the data that are within 1.5 times the interquartile range of the box edges. The outliers are represented by dots. Because these are replicated samples, the expectation of FC_TE_ for each group is zero. As expected, the mean values for the R1 and R2 groups are centered on zero. FC_TE_ for the D group exhibits more variability, but zero is nonetheless captured within the first and third quartiles.
(PDF) Click here for additional data file.

Table S1 Characterization of the exemplar TE subfamilies - including the observed hits based on genomic reads, 22nt siRNAs, 24 nt siRNAs and their fold changes (FCs) – for all three accessions (B73, OAXA and PT).
(XLSX) Click here for additional data file.

Table S2 Information about the subset of 340 TE subfamilies assessed between the *mop1* mutant and the wild type.
(XLSX) Click here for additional data file.

Table S3 The Genbank references of the sequences in the Knob and CentC reference database.
(XLSX) Click here for additional data file.

Text S1 Derivation of the test of proportionality, which tests the null hypothesis, for any single TE exemplar, that the ratio of TE copy number to siRNA targeting is equivalent between two accessions.
(PDF) Click here for additional data file.

# Supplementary material for: Three Groups of Transposable Elements with Contrasting Copy Number Dynamics and Host Responses in the Maize (Zea mays ssp. mays) Genome
**Source:** PLoS Genet. 2014 Apr 17;10(4):e1004298. doi: 10.1371/journal.pgen.1004298
**Supplement:** Text S1 — Derivation of the test of proportionality, which tests the null hypothesis, for any single TE exemplar, that the ratio of TE copy number to siRNA targeting is equivalent between two accessions.

# Comparison of siRNA Targeting Among Cultivars Weighted by $RPKM_{TE}$ and Coverage

## 1 Preliminaries

When comparing the amount of siRNA that hits on a certain TE in two different cultivars, care must be taken to account for the different number of copies of the same TE. The relevant variable should be the siRNA hits over the number of copies, a measure of which could be the associated RPKM over the coverage.

Also, to compare count-like data by using a  $\chi^2$  test it is important not to rescale the count number, but the expected number of occurrences of an event (i.e. hits of siRNA on a given TE subfamily) should nevertheless reflect the fact that the number of TEs is different across cultivars.

Before continuing, we need to establish the definition of the RPKM and its relations with the number of copies. First we start with the RPKM of the  $i^{th}$  TE subfamily:

$$RPKM_{TE,i} = \frac{H_i}{L_i \cdot M \cdot 10^{-6}}, \quad (1)$$

where  $H_i$  is the number of reads mapping to the  $i^{th}$  subfamily,  $L_i$  is its length in kb and  $M$  is the total number of mapped reads against the UTE.

An estimation of the number of copies from the number of mapped reads could be

$$Copies_i = \frac{H_i \cdot rl}{L_i \cdot cov}, \quad (2)$$

where  $rl$  the length of the reads in kb and  $cov$  is the estimated coverage of the library.

Equivalently one could write the estimated copy number in terms of the  $RPKM_{TE}$ :

$$Copies_i = RPKM_{TE,i} \frac{10^{-6} \cdot rl \cdot M}{cov}. \quad (3)$$

Here is a table with a summary of the relevant statistics of each cultivar:

| Cultivar     | cov  | Total Reads | Length of the Reads (bp) |
|--------------|------|-------------|--------------------------|
| B73          | 1.32 | 23056452    | 84/104                   |
| P. Toluqueño | 5.9  | 66688407    | 100/100                  |
| Oaxaca       | 4.6  | 59751218    | 100/100                  |

## 2 Methodology

Suppose that two given cultivars,  $A$  and  $B$ , have a different coverage of the RNA library and the DNA library. Now, assume that  $x_{A,i}$  and  $x_{B,i}$  are the expected number of siRNA hits on the  $i^{th}$  TE subfamily for cultivar  $A$  and  $B$  respectively. Then, our null hypothesis states that:

$$\frac{x_{A,i}}{x_{B,i}} = \frac{Copies_{A,i} covRNA_A}{Copies_{B,i} covRNA_B}, \quad (4)$$

that is to say, the number of hits is proportional to the number of copies of the TEs and to the (unknown) coverage of the siRNA library. Note the way in which we estimate the number of copies involves a coverage of the DNA library, see previous section. Below we describe a way to estimate the ratio of the coverages of the siRNA libraries, an unknown constant independent of the TE subfamily.

For each TE, in order to find an expected number of instances, we have to take into account the constraint:

$$x_{A,i} + x_{B,i} = S_i, \quad (5)$$

where  $S_i$  is the total number of siRNA hits across cultivars.

The expected values of  $x_{A,i}$  and  $x_{B,i}$  can be computed from the previous equations, which results in a simple lever rule:

$$\begin{aligned} x_{A,i} &= S_i \frac{covRNA_A Copies_{A,i}}{covRNA_A Copies_A + covRNA_B Copies_B} \\ x_{B,i} &= S_i \frac{covRNA_B Copies_{B,i}}{covRNA_A Copies_A + covRNA_B Copies_B} \end{aligned} \quad (6)$$

Now, in order to estimate the value of the ratio  $covRNA_A/covRNA_B$  we make use of an additional constraint, which is that the sum of all the  $x_{A,i}$  has to be equal to the total number of mapped siRNA hits on the transposons for cultivar  $A$ ,  $S_A$ :

$$\sum_{i=1}^N x_{A,i} = S_A, \quad (7)$$

where  $N$  is the number of different TEs.

Taking into account all the previous equation we obtain the following equation for the ratio  $covRNA_A/covRNA_B$ :

$$\sum_{i=1}^N S_i \frac{\frac{covRNA_A}{covRNA_B} Copies_{A,i}}{\frac{covRNA_A}{covRNA_B} Copies_{A,i} + Copies_{B,i}} = S_A. \quad (8)$$

There is an equivalent equation for cultivar  $B$ , but it is easy to prove that it gives the same solution, i.e. it is not independent.

The previous equation is easy to solve numerically, which allows us to find the ratio of the coverages of the *RNA* libraries and hence the expected values, by using Eq. (6).

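The equation was solved numerically for each pair of libraries from the siRNA hits and genomic hits of the paper's Table S1. The genomic hits were used without the correction for coverage and read length, so the solution also contains these factors. They are the same for all subfamilies of a pair and leave the expected values unchanged. For 22 nt siRNAs this ratio was 1.39 for B73 over PT, 1.63 for B73 over OAXA and 0.925 for OAXA over PT. The 24 nt ratios were 1.96, 1.55 and 1.25 in the same order. It absorbs any difference that is common to all subfamilies, such as the numbers of siRNA and genomic reads sequenced. A subfamily therefore departs from proportionality only relative to the others of the same pair of libraries.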

Once we have the values of the expected values of the cultivars, we can find the  $\chi^2$  statistic in the usual way, i.e.

$$\chi_{Prop,i}^2 = \frac{(x_{A,i} - \tilde{x}_{A,i})^2}{x_{A,i}} + \frac{(x_{B,i} - \tilde{x}_{B,i})^2}{x_{B,i}}, \quad (9)$$

where the tildes denote the observed variables. Since the sum of  $x_{A,i} + x_{B,i}$  is constrained, there is only one degree of freedom.

How the deposited data were processed for this re-analysis (not part of the article)

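Small interfering RNAs of 22 nt and 24 nt were measured in 3 maize accessions, the inbred line B73 and the landraces OAXA (Olote Colorado) and PT (Palomero Toluqueño). Each accession has 1 library, made from 100 ng of siRNA from leaves 3 and 4 pooled over 10 seedlings. The libraries were mapped to accessions by their labels. B73 was sequenced with version 2 of the TruSeq SR cluster kit and both landraces with version 3, so kit version and inbred against landrace cannot be told apart.

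The authors trimmed adapters and low-quality 3′ ends, selected reads of each length with CutAdapt, removed rRNA, miRNA and snoRNA reads, mapped the rest to the 1526 TE exemplars with bwa at default settings, and kept matches without mismatches. The deposited values are the counts of reads of each siRNA sequence that matched an exemplar, as whole numbers without normalization and not divided by the number of exemplars matched. Each library and size class has a list of its own. The paper's text gives no software versions for these steps.

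The deposited counts hold between 1719920 and 3271267 reads of 22 nt and between 1849955 and 3176310 reads of 24 nt per library. They do not name the exemplar that a siRNA matched. All values per subfamily or per group therefore use the siRNA hits, genomic hits, lengths and group membership of the paper's Table S1, in which a read with several targets was divided among them, together with the sums of the deposited counts as library totals. The totals implied by the RPKM values of that table equal these sums in all libraries. Values per entry or sequence (numbers of entries and sequences, sharing between libraries, shares of the most abundant entries) come from the deposited counts alone. Sequences listed under more than 1 identifier in a library, and reverse complementary sequences, were summed before sequences were compared between libraries.

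For each subfamily, siRNA RPKM was computed as hits scaled by the length of the exemplar in kb and by the TE-matching reads of the library, and was divided by the genomic RPKM_TE_ for hits per copy. Medians were taken over subfamilies with hits in the 841 D, 365 R1 and 198 R2 subfamilies. Differences in group medians were set against 10000 shuffles of the group labels. FC_22_ and FC_24_ are log2 ratios of hits divided by the upper quartile over the subfamilies with hits in all 3 accessions, as the paper's methods describe. They lay within 0.01 of the fold changes in the paper's supplementary table for 1217 of 1217 subfamilies with FC_22_ and 907 of 907 for which that table gives FC_24_. FC_TE_ is the log2 ratio of the genomic hits of the paper's Table S1. Division by the genomic coverage, which the paper's methods add, shifts all subfamilies of a comparison equally and does not change a correlation. The interquartile range of R2 was set against 10000 lists of D and R1 subfamilies, drawn from 10 bins of mean hits to match R2. Correlations were set against 10000 random pairings. Percentiles among shuffles, lists and pairings describe single libraries, since subfamilies share siRNAs and are not independent replicates. Intervals for *r2* come from 1000 bootstrap draws of subfamilies, and 95% intervals for shares of reads from Wilson's method. Smallest detectable shares were set at 3 reads. Intervals and smallest shares cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.

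The χ2 _Std_ test used a 2 by 2 table of the hits to a subfamily and to all others, and χ2 _Prop_ followed the derivation in Text S1, each with 1 degree of freedom, over the grouped subfamilies with hits in the pair of libraries. Benjamini-Hochberg adjusted values under 0.001 were called. These tests compare single libraries and not the conditions. Results were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

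The steps were tested on simulated data. Hits were drawn for the real subfamilies from the mean shares of B73 and PT, with 200 subfamilies changed by 1.5 log2 units. Both tests recovered 100% of changed subfamilies with at least 50 expected hits. For χ2 _Prop_ the simulation took the ratio of siRNA coverages from the library totals, so B73 had fewer counts than in the data. The simulated counts varied by counting error only, so false calls from other differences between libraries were not tested. The simulated fold changes were recovered with a median error of 0.25 for 22 nt and 0.01 for 24 nt siRNAs. The error of 0.25 was common to the subfamilies of that simulation and came from the upper quartile used as scaling factor. Over 2000 repeated simulations this common offset had a mean of −0.008 and an SD of 0.081 for 22 nt siRNAs, exceeding 0.2 in size in 23 of them, and an SD of 0.034 for 24 nt siRNAs. Mean fold changes of 22 nt siRNAs smaller than such offsets carry no direction.

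Subfamilies were named by a rule set before the data were examined. It took the families the paper names (*Ji*, *Opie*, *Cinful*, *Huck* and *Prem1*), the most hit subfamily of each library and, for each size class, the 3 largest FC in each direction in B73:PT among grouped subfamilies with at least 100 hits over B73 and PT, a χ2 _Std_ call and the same direction in B73:OAXA. Alternatives tried were other scalings, a pseudocount of 1 hit with zeros kept, a minimum of 10 hits or of 5 expected hits, thinning to the smallest library, a restriction to subfamilies of 4 to 12 kb, hits without length correction, rank correlation, the standard deviation, Bonferroni adjustment, a minimum log2 change of 1, leaving out the 10 most hit subfamilies, and the landrace libraries in place of B73. Scaling by the library totals that the study gives was added after the data were examined.

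Values that need the exemplar of each siRNA in the deposited counts were not computed. These are uniquely mapping reads per subfamily, distinct siRNAs per subfamily, positions of siRNAs along an element and the cross-matching of siRNAs between R1 and R2. The genomic, RNAseq, insertion age and *mop1* measurements, and the siRNA libraries from other tissues, were not analysed here, apart from the genomic hits and FC_mop_ values that the paper's tables supply.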

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

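The test of reads on exemplars outside the groups was chosen only after the result was seen; the other tests were set beforehand.

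The paper leaves exemplars with fewer than 2 genomic copies, and those absent from its unique TE set, out of the D, R1 and R2 groups. The paper's Table S1 lists hits for the grouped subfamilies only. The reads on the other 122 of the 1526 exemplars (7.99%) were therefore obtained by subtraction, as the TE-matching reads left after the hits on the groups. These 122 exemplars took 0.636% of the TE-matching 22 nt reads in B73 (95% Wilson interval 0.625 to 0.648), 0.797% in OAXA (0.787 to 0.808) and 0.820% in PT (0.810 to 0.830). Their share of the 24 nt reads was 1.78% in B73 (1.77 to 1.80), 1.97% in OAXA (1.95 to 1.98) and 2.26% in PT (2.25 to 2.28). All shares are far above the smallest ones the depth can show. If siRNAs were spread evenly over exemplars, these shares would be close to the share of exemplars, but even in PT, where they were highest, they were 0.103 times that share for 22 nt and 0.283 times for 24 nt siRNAs. This comparison does not show where the reads come from. Reads that match both an exemplar in a group and one outside it are divided in the paper's table, and how much of the signal such reads make up was not tested. The shares rose from B73 to PT in both size classes, but with single libraries and different kit versions no biological explanation could be tested.

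The deposited counts hold 877 22 nt siRNA sequences with at least 50 reads in both landraces and none in B73, out of 4713 with that many reads in both landraces (18.6%). For 24 nt siRNAs there were 279 out of 5543 (5.03%). Sequences missing from OAXA or PT in the same way numbered 8 and 10 for 22 nt and 3 and 7 for 24 nt siRNAs. The paper compares subfamilies and does not report single sequences. The first technical explanation is the smaller B73 library. After all libraries were thinned to equal totals, sequences missing from B73 still outnumbered those missing from a landrace 88.8 times for 22 nt and 23.0 times for 24 nt siRNAs, so depth does not account for the whole pattern. These ratios rest on only 5 and 4 sequences missing from a landrace. Thinning lowered the sequences missing from B73 to 444 of 2822 (15.7%) for 22 nt and to 92 of 3274 (2.81%) for 24 nt siRNAs, so depth may account for part of it, above all for 24 nt siRNAs. The second is that the exemplars come from the B73 genome, which would favour sequences found only in B73. In the thinned libraries, sequences found only in B73 were 0.871 times as many as those found only in PT for 22 nt siRNAs, and for 24 nt siRNAs 8.92 times as many as those found only in the landrace with more of them. An exemplar set from B73 would add sequences found only in B73 and would not remove sequences from it, so this test does not bear on the sequences missing from B73. The third is the cluster kit version. As 0 of the 2 landrace libraries were made with the version used for B73, it could not be tested. A difference between the inbred and the landraces may underlie the pattern, but it cannot be told apart from the kit version or from other differences between single libraries.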

How the results depend on the processing

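All alternatives below were set before the data were examined, except scaling by the library totals of the study, which was chosen after seeing the data. No paired analysis was possible because each accession has a single pooled library. For the same reason no replicate was left out and no other split of the libraries was formed.

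Of the alternatives tried for comparisons among groups or accessions, 173 gave the same direction and the same side of the threshold, or, for values without a threshold, one within the interval of the main value or within 1.5 times the main count. In 17 the value moved beyond that, 11 were reversed, 5 became stronger and 3 weaker. The fold changes of the named subfamilies kept their direction in all 67 alternatives that gave a value.

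Settings that rescale a whole library leave interquartile ranges and correlations unchanged by construction and show no stability of those values. They do shift every fold change of a comparison. Scaling by total hits moved all FC_22_ by −0.64 in B73:OAXA, −0.19 in B73:PT and 0.45 in OAXA:PT, and FC_24_ by at most 0.08 in size. Scaling by the library totals of the study, which are lower bounds for the landraces, moved FC_22_ by −0.65 in B73:OAXA, −0.42 in B73:PT and 0.23 in OAXA:PT. It moved FC_24_ by 0.19, 0.11 and −0.08 in the same order. The mean FC_24_ in B73:OAXA thereby changed from −0.163 to 0.030 in D and from −0.060 to 0.133 in R2, and kept its direction in R1. With this scaling, 170 and 174 D and R1 subfamilies had an absolute FC_22_ or FC_24_ above 2. The direction of mean fold changes smaller than these shifts depends on the scaling.

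In B73 the R2 group had higher RPKM than D and R1, fewer 24 nt hits per copy and a lower 24:22 ratio under every alternative tried. The difference between R2 and D in 22 nt hits per copy also kept its direction, between −2.94 and −0.89. The difference between R2 and R1 in 22 nt hits per copy shrank to −0.35 among subfamilies of 4 to 12 kb and to −0.0842 in the PT library, and was 0.0126 in the OAXA library. Only the landrace libraries and the restricted length changed it in this way; the cause was not tested.

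The rank correlation of FC_mop_ and the 24:22 ratio in R1 changed sign to 0.0853 over all subfamilies of Table S2 and to 0.0458 with the OAXA library. It did not leave the central 95% of random pairings under any alternative tried; the cause of the sign changes was not tested.

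The number of D and R1 subfamilies with an absolute FC_22_ above 2 in B73:PT fell to 67 when at least 10 hits were required in both libraries. The cause was not tested. For FC_24_ it stayed between 135 and 174.

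The small interquartile range of FC_24_ in R2 held under every alternative in B73:PT and B73:OAXA. In OAXA:PT the standard deviation, 0.47, was above 5.82% of the matched lists and thus within their central range. The spread of FC_22_ in R2 depended on the setting. In B73:PT it moved below the median of the lists with a pseudocount of 1 hit (1.51, above 35.4% of the lists), with libraries thinned to equal totals (1.45, above 34.4%), with lists not matched on hits (1.56, above 1.53%) and with the standard deviation (1.47, above 0.59%). In B73:OAXA the same happened with unmatched lists (1.63, above 34.2%) and the standard deviation (1.39, above 0.12%). There the range was above almost all matched lists with a pseudocount (1.57, above 99.1%), with at least 10 hits (1.62, above 99.6%) and with thinned libraries (1.55, above 99.7%). In OAXA:PT the standard deviation was 1.14, above 0.80% of the lists. The cause was not tested.

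The correlation of FC_TE_ and FC_22_ over all groups in B73:PT changed sign to −0.0416 with a pseudocount and to −0.0618 with at least 10 hits, within the central range of random pairings in both. That with FC_24_ rose to 0.0681 with at least 10 hits, above 99.4% of the pairings. The cause was not tested. The negative correlation of FC_TE_ and FC_22_ over R2 stayed between −0.165 and −0.148.

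Requiring an absolute log2 change of at least 1 left 218 subfamilies by χ2 _Std_ and 300 by χ2 _Prop_ for 22 nt siRNAs between OAXA and PT. Among 24 nt siRNAs it left 418, 390 and 222 by χ2 _Std_ and 551, 555 and 207 by χ2 _Prop_ in B73:PT, B73:OAXA and OAXA:PT. Many calls therefore rest on changes smaller than this that the depth can resolve. All other alternatives for these counts stayed within 1.5 times the main count.

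With squared rank correlations, *r2* of hits per RPKM_TE_ was 0.579, 0.586 and 0.792 for 22 nt and 0.671, 0.683 and 0.880 for 24 nt siRNAs in B73:PT, B73:OAXA and OAXA:PT. With at least 10 hits the 24 nt values of B73:OAXA and OAXA:PT were 0.701 and 0.899. In each of these the OAXA:PT value remained the highest. The cause was not tested.

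Alternatives that need the exemplar of each siRNA were not run. These are uniquely mapping reads, distinct sequences in place of reads per subfamily, and all settings for the share of siRNAs that match both R1 and R2 and for the share of reads near the ends of elements.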

Differences from the paper's values

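Values are compared when they differ by more than the last digit the paper gives, and counts and *r2* also by a factor above 1.5. The paper states no errors for these values, and there are no replicates.

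In Table 3, the paper's mean FC_22_ of the D group in B73:PT is −0.280, against 0.28 here. For FC_24_ in B73:OAXA the paper's means are −0.0482 for R1 and 0.0190 for R2, against 0.0912 and −0.0599. In B73:PT they are 0.2537 for R1 and 0.0576 for R2, against 0.35 and 4.5e-05, and in OAXA:PT they are 0.3019 for R1 and 0.0385 for R2, against 0.255 and 0.0600. None of the alternatives set before the data were examined closed any of these gaps. The nearest was scaling by total hits, which gave 0.0195 for FC_24_ of R2 in B73:OAXA.

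For R2 in B73:PT, the paper's *r2* of FC_TE_ and FC_24_ is 0.002, against 0.00315. With a pseudocount of 1 hit the value was 0.00247 and with at least 10 hits 0.00148, both within the paper's last digit. Rank correlation, scaling by total hits, the upper quartile with zeros and thinning did not close the gap. The paper's *r2* of FC_TE_ and FC_22_ for R2 is 5e-06, against 0.0252, and none of the alternatives set before the data were examined closed that gap.

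The paper gives both of these *r2* values for the R2 group. Over all subfamilies of the 3 groups the values here were 5.4e-06 for FC_22_ and 0.00201 for FC_24_.

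The paper's counts of subfamilies with an absolute FC_22_ or FC_24_ above 2 in B73:PT are given for D and R1, where 192 and 170 were found here. Over all 3 groups the counts here were 222 and 174.

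The paper reports no significant correlation between FC_TE_ and siRNA fold changes in any group. In OAXA:PT, r over all groups was 0.172 for FC_22_ and 0.234 for FC_24_, above all 10000 random pairings in both.

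The paper describes decreased expression in *mop1* as particularly prominent at high 24:22 ratios, from a plot of all 3 groups. Spearman's rho between FC_mop_ and the ratio was −0.0688 in R1, above 28.1% of random pairings. Over all groups it was 0.0853, above 93.9% of them.

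The paper describes the variability of FC in R2 as small for both size classes. For FC_22_ the interquartile range of R2 was above 71.0% of lists of D and R1 subfamilies matched on hits in B73:PT and above 96.8% in B73:OAXA. The standard deviation of R2 was above only 0.59% and 0.12% of them, but the lists repeat the few D and R1 subfamilies with many hits and their median standard deviation exceeded that of D and of R1 as a whole.

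The footnote of Table 3 describes hits divided by total hits, whereas the methods describe division by the upper quartile. The FC_22_ and FC_24_ means of the table not named above differed from those computed here with the upper quartile by no more than the table's last digit.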

Other observations

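The test of G and C at the ends of 24 nt siRNAs was chosen only after the result was seen; the other tests in this part were set beforehand.

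The *r2* of siRNA hits per RPKM_TE_ was higher between OAXA and PT than between B73 and either landrace. After thinning to equal totals, 97.2% of the gap remained for 22 nt and 99.2% for 24 nt siRNAs, so the smaller B73 library does not account for it. Only the siRNA hits were thinned. The RPKM_TE of B73 came from genomic reads of another study, with a coverage of 1.32 against 4.6 in OAXA and 5.9 in PT. Its part in the gap was not tested. The *r2* of reads of single shared siRNAs, which has no such divisor, was also highest between OAXA and PT. The cluster kit version could not be tested, since 0 of the landrace libraries share the version of B73. That the landraces resemble each other more than either resembles the inbred is a possible explanation. The pattern cannot be told apart from an effect of the kit version or of the genomic reads.

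The spread of FC in R2 between B73 and PT was tested against 2 technical explanations. For FC_22_, the interquartile range was above 71.0% of lists matched on hits, within the range expected if the number of hits sets the spread. The standard deviation was above only 0.59% of the matched lists, but these lists repeat the few D and R1 subfamilies with many hits, and their median standard deviation of 1.94 exceeded that of D (1.51) and of R1 (1.88). The matched lists compare R2 with other subfamilies and do not show that its spread is counting noise, since χ2 _Std_ called 73.2% of the R2 subfamilies beyond counting error for 22 nt siRNAs in B73:PT. Whether R2 has a smaller spread of FC_22_ than other subfamilies with as many hits is not settled. For FC_24_ the interquartile range was above 0% of the lists, so the number of hits does not account for its small size. The other explanation is that related subfamilies share siRNAs. The median difference in FC between R2 subfamilies of the same family was 0.633 times that between families for FC_22_ and 0.622 times for FC_24_. The prediction of less than 0.5 was not met, although subfamilies of a family did resemble each other. A smaller spread of FC_24_ in R2 is a hypothesis found and tested on the same single libraries.

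The positive correlations of FC_TE_ with FC_22_ (r 0.172) and FC_24_ (r 0.234) over all groups between OAXA and PT were tested in several ways. With the genomic hits thinned to the depth of B73, r was 0.163 and 0.227. Without the 10 subfamilies of largest absolute FC_TE_ it was 0.139 and 0.212. With fold changes averaged over families it was 0.192 over 1051 families and 0.245 over 1172. In each case r kept more than 0.5 of its size, so neither genomic depth nor a few extreme subfamilies accounts for it. Most families hold a single subfamily, 1051 families being made up of 1217 subfamilies and 1172 of 1341, so averaging could hardly change r, and siRNAs shared between related subfamilies cannot be ruled out in this way. Whether the correlation is weaker or missing in the B73 pairs because the B73 genomic reads came from another study could not be tested. Of the 2 pairs with B73, 0 have genomic reads made in the same study. The data are consistent with weak covariation of copy number and siRNA hits between the landraces, which remains a hypothesis from single libraries. In the main setting r over all groups lay within the central 95% of random pairings in the pairs with B73. With at least 10 hits, r in B73:PT was 0.0681 for FC_24_, above 99.4% of the pairings, and −0.0618 for FC_22_, within the central range. The weakness or absence of the correlation in the pairs with B73 cannot be told apart from differences in how the genomic reads were made.

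Many siRNA sequences are listed under 2 identifiers in a library, 4426 of the 22 nt and 6188 of the 24 nt sequences in B73, 14388 and 14843 in OAXA, and 20082 and 19577 in PT. If sequences were written in the orientation of the exemplar, the excess of A at the first base of 24 nt siRNAs would be mirrored by T at the last base. The excess of T was 0.966 times that of A in OAXA and 0.990 times in PT, as this explanation predicts. In B73 it was −0.858 times, against the prediction, with an excess of A of only 0.325 percentage points. The excess of G at the first base of 24 nt siRNAs was, however, mirrored by C at the last base, with G first in 34.7% and C last in 33.9% of the B73 entries. The excess of C was 0.968 times that of G in B73, 1.03 times in OAXA and 1.02 times in PT. These tests run over all entries. They bear on the orientation in which sequences are written, where the test of A and T set beforehand did not agree in B73, and do not show why some sequences are listed under 2 identifiers. No biological explanation was tested.

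Whether the most hit R2 subfamily of the B73 22 nt library owes its place to a few sequences was tested only in part. The 10 most abundant 22 nt entries together had 0.386 times as many reads as that subfamily had hits, so they cannot make up all of its hits. The 100 most abundant entries held 30.2% of the reads, more than the 22.0% of the subfamily, and the counts do not name the exemplars they matched.

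Most 22 nt siRNAs were contained in a 24 nt siRNA of the same library, 67.3% of the sequences in B73, 69.8% in OAXA and 72.5% in PT, with 93.9%, 94.2% and 94.8% of the reads. If they were shortened 24 nt siRNAs, their reads would rise with those of the siRNAs that contain them. Spearman's rho between the reads was 0.216 in B73, 0.229 in OAXA and 0.206 in PT, under the 0.3 that was set as too weak for this explanation. All values were positive, so the reads did rise together weakly, and the rho that shortening would give was not computed. The test therefore does not rule out that some of the 22 nt siRNAs are shortened 24 nt siRNAs.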
